# Comparative Analyses by Sequencing of Transcriptomes during Skeletal Muscle Development between Pig Breeds Differing in Muscle Growth Rate and Fatness

**DOI:** 10.1371/journal.pone.0019774

**Published:** 2011-05-26

**Authors:** Xiao Zhao, Delin Mo, Anning Li, Wen Gong, Shuqi Xiao, Yue Zhang, Limei Qin, Yuna Niu, Yunxue Guo, Xiaohong Liu, Peiqing Cong, Zuyong He, Chong Wang, Jiaqi Li, Yaosheng Chen

## Abstract

Understanding the dynamics of muscle transcriptome during development and between breeds differing in muscle growth is necessary to uncover the complex mechanism underlying muscle development. Herein, we present the first transcriptome-wide longissimus dorsi muscle development research concerning Lantang (LT, obese) and Landrace (LR, lean) pig breeds during 10 time-points from 35 days-post-coitus (dpc) to 180 days-post-natum (dpn) using Solexa/Illumina's Genome Analyzer. The data demonstrated that myogenesis was almost completed before 77 dpc, but the muscle phenotypes were still changed from 77 dpc to 28 dpn. Comparative analysis of the two breeds suggested that myogenesis started earlier but progressed more slowly in LT than in LR, the stages ranging from 49 dpc to 77 dpc are critical for formation of different muscle phenotypes. 595 differentially expressed myogenesis genes were identified, and their roles in myogenesis were discussed. Furthermore, *GSK3B*, *IKBKB*, *ACVR1*, *ITGA* and *STMN1* might contribute to later myogenesis and more muscle fibers in LR than LT. Some myogenesis inhibitors (*ID1*, *ID2*, *CABIN1*, *MSTN*, *SMAD4*, *CTNNA1*, *NOTCH2*, *GPC3* and *HMOX1*) were higher expressed in LT than in LR, which might contribute to more slow muscle differentiation in LT than in LR. We also identified several genes which might contribute to intramuscular adipose differentiation. Most important, we further proposed a novel model in which *MyoD* and *MEF2A* controls the balance between intramuscular adipogenesis and myogenesis by regulating *CEBP* family; *Myf5* and *MEF2C* are essential during the whole myogenesis process while *MEF2D* affects muscle growth and maturation. The *MRFs* and *MEF2* families are also critical for the phenotypic differences between the two pig breeds. Overall, this study contributes to elucidating the mechanism underlying muscle development, which could provide valuable information for pig meat quality improvement.

The raw data have been submitted to Gene Expression Omnibus (GEO) under series GSE25406.

## Introduction

Lean and obese pig breeds have significant genetic difference in muscle growth rate and fatness. Landrace (LR), an improved lean pig breed, is characterized by high lean meat percentage, fast-growing muscle and high body weight [1], [2], [3]. In contrast, Lantang (LT) is a China indigenous obese pig breed, characterized by high intramuscular fat content, slow-growing muscle and low body weight [1], [4]. Differences in the terms of muscle growth between LR and LT are thus a potentially good model for studying the mechanism underlying muscle development and phenotypes differences. The research of complex mechanism underlying muscle development is beneficial to genetic improvement for lean meat percentage and meat quality. Moreover, understanding the complex mechanism underlying muscle development could contribute to understanding human muscle regeneration and muscular atrophy, since the pigs are similar to humans in physiological, pathological and genomic characteristics [3], [5].

Muscle development is a complex process. The myoblasts are the myogenic progenitor cells which originate from mesenchymal precursor cells and develop into multinucleated muscle fibers [3], [6]. It is temporally ordered into four steps: (1) the determination of myogenic progenitor cells (myoblasts), (2) the proliferation of myoblasts (3) differentiation and fusion of myoblasts into multinucleated myotubes and myofibers, and (4) growth and maturation of muscle until postnatal [7], [8], [9], [10]. In pig, the postnatal muscle growth is largely determined by the total number of fibers (TNF), which is determined by two major waves of fiber generation before birth. The first wave happens at 35–60 dpc (days post coitus), and the second at 54–90 dpc [9], [11]. Therefore, the muscle growth is predominantly determined during prenatal skeletal muscle development [3], [9], [12]. However, some reports suggested that there existed the third muscle development wave [9], [13] and a transition of slow-oxidative to fast-glycolytic fiber types from birth until 60 dpn (days post natal) [14].

Previous studies have identified several genes that positively or negatively regulate myogenesis using single major gene studies. The most important of these genes are the myogenic regulatory factors (*MRFs*) involving myogenic differentiation 1 (*MyoD*), myogenic factor 5 (*Myf5*), myogenin (*MYOG*) and *MRF4* (*Myf6*). *Myf5* and *MyoD* are myogenic determination factors contributing to myoblast specification and differentiation, while *MYOG* and *MRF4* are myogenic differentiation factors contributing to the induction of terminal differentiation [15], [16], [17]. In addition, *Myf5* regulates myoblasts proliferation and *MYOG* is related to birth weight and growth rate in mammals [18]. However, some studies have revealed that MRFs are not altered during porcine muscle development, and myogenesis in the pig might depend on the balance of differentiation-stimulating and differentiation-inhibiting factors [6], [19]. In order to comprehensively understand the mechanism underlying porcine muscle development, expression profile analyses of prenatal skeletal muscle have been performed using Microarray or SAGE [3], [6], [19], [20], [21]. However, drawbacks of microarray include background interference/cross-hybridization and the ability only to measure the relative abundance of predefined transcripts. SAGE analysis is limited by laborious and costly cloning and sequencing steps [22]. So only a relatively small number of myogenesis genes could be analyzed [3], [6], [19], [20], [21], [23], [24]; the resolution of both technologies was too poor to analyze the low expression genes. Recently, the Solexa/Illumina Genome Analyzer, a second generation sequencing technology, has facilitated complex transcriptome studies because Digital gene expression (DGE) can analyze transcriptomes without either predefined transcripts or laborious cloning steps. DGE is a high throughput and ultra-deep sequencing technology with major advances in terms of robustness, resolution, comparability and richness, and has been used for transcriptome analysis in recent years [22].

Previous reports have made inroads in terms of understanding the mechanism underlying muscle development, but several issues including the regulatory network of muscle development require further exact and comprehensive study. In this study, DGE was used to investigate the skeletal muscle transcriptomes of LT and LR at 35, 49, 63, 77, 91 dpc and 2, 28, 90, 120, 180 dpn. In addition, morphological differences between muscle samples were studied using histological sections. This research aimed to comprehensively analyse the mechanisms underlying muscle development, and reveal the muscle development differences between the two breeds from embryo to adult.

## Results

### Histological appearance and fiber sizes

Morphological differences among muscle samples were studied by histological section (Figure 1). At 35 dpc, few primary fibers were present in LT but not in LR. The cross-section of presumptive primary fibers observed at 35 dpc enlarged at 49 dpc, and the fiber bundles were isolated by connective tissue in both breeds. The secondary fibers formed around primary fibers at 63 dpc and gradually increased until 91 dpc; more fibers were found in LR. At 91 dpc, it was difficult to distinguish primary fibers from secondary fibers and presumptive muscle bundles began to emerge. Moreover, muscle fiber diameter of LR is larger than LT during this period (Figure 1, LT5 and LR5). During postnatal development, the muscle phenotypes still changed from 91 dpc to 28 dpn. The muscle fibers grew more rapidly and larger cross-section areas were found in LR than in LT (Figure 1, LT6–LT10 and LR6–LR10).

**Figure 1:**
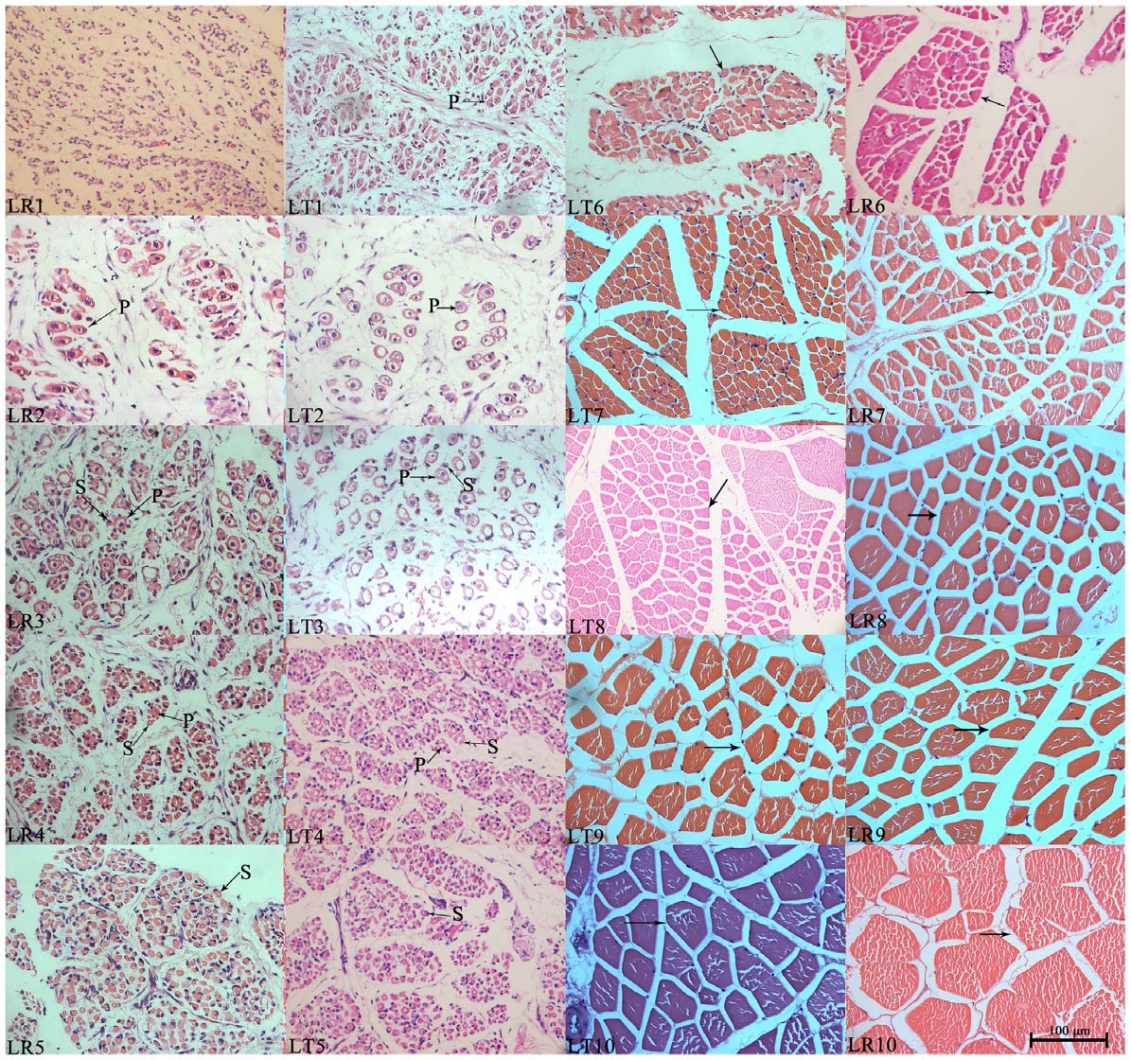
Morphological variations of longissimus muscle samples during development and between breeds. LR indicates Landrace and LT indicates Lantang. Numbers (1–10) indicate distinct developmental stages including 35 (1), 49 (2), 63 (3), 77 (4), 91 (5) days post coitus (dpc) and 2 (6), 28 (7), 90 (8), 120 (9), 180 (10) days post natum (dpn). Arrows point to myofibers or muscle fibers, P indicates primary fiber and S indicates secondary fiber. All areas were photographed at a magnification of ×400.

### Solexa sequencing and gene annotation

Based on the sequencing 20 libraries of muscle samples, 4.22±0.9×10^6^ tags with 5.0±0.18×10^5^ distinct tags were obtained from each sample on average. 

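The longissimus muscle of both breeds was sampled at 10 stages, 35, 49, 63, 77 and 91 dpc and 2, 28, 90, 120 and 180 dpn. RNA of 3 animals was pooled for each breed and stage, and each pool gave 1 library, so that no breed and stage was replicated. In digital gene expression (DGE) profiling, the restriction enzyme NlaIII cuts the cDNA at CATG, and the bases next to the site are sequenced. Every tag in the files was 21 bases long, CATG and the following 17 bases. For each library the authors deposited the count of every distinct clean tag, without normalization, and the same count as TPM, copies per 1000000 clean tags of the library. The smallest count in every library was 2, so the removal of one-copy tags had been applied. The files give tags by sequence and do not pair them with genes, and the mapping of tags to genes was not used here, so that all values are values of tags. The 20 libraries held 801159 distinct clean tags. Of these, 412056 (51.4%) were found in 1 library and 14559 in all 20 libraries, and the latter carried 61.8% of all counts. One copy of a tag stood for 0.188 to 0.464 TPM. The floor for taking a tag as detected was set at 3 counts, which stood for 0.564 to 1.39 TPM. Confidence intervals and these floors cover counting error only, because copies made by PCR are not independent molecules. The counts were used for every test, and TPM computed from the counts was used for correlations and ratios.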

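The smallest library, LR at 90 dpn, held 2157111 total clean tags and the largest, LT at 91 dpc, held 5322022. The mean over the 20 libraries was 3845250 total clean tags (SD 910395) and 156609 distinct clean tags (SD 56633). The number of distinct clean tags ran from 73522 in LR at 120 dpn to 254671 in LT at 91 dpc. In LR the 5 prenatal libraries had a mean of 177493 distinct clean tags (SD 26384) and the 5 postnatal libraries 105524 (SD 55740). The number of tags, of distinct tags and of tags with more than 100 copies was also read from Table S1, and all 60 values equalled those counted in the files.

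**Figure D1:**
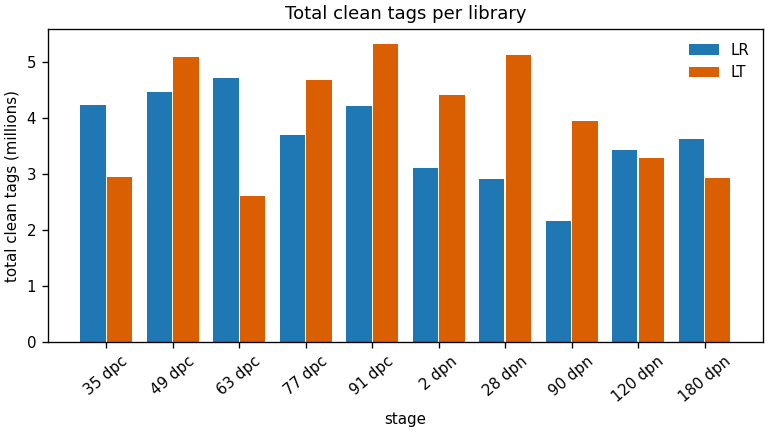
Total clean tags per library, in units of 1000000 tags, with 1 bar for each breed and stage. Bars run from 2157111 tags in LR at 90 dpn to 5322022 in LT at 91 dpc, and LT had more tags than LR at 49, 77 and 91 dpc and at 2, 28 and 90 dpn.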

After filtering adaptor tags, empty reads, low quality tags and one-copy tags from these tags, 3.84±0.9×10^6^ total clean tags (quantity of all the clean tags sequenced) with 1.5±0.5×10^5^ distinct clean tags (the type quantity of different clean tags) were remained (Table S1). 

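The growth of the number of distinct tags was computed from the counts of each library by hypergeometric rarefaction, which gives the mean number of distinct tags in random draws of a given size. Draws of 1000000 clean tags held a median of 69.2% of the distinct clean tags of a library (61.7% to 86.7% over the 20 libraries). Draws of 2500000, possible in 19 libraries, held 93.2% (87.9% to 99.9%). At 500000 tags the next 100000 tags added a median of 7767 distinct tags. At 2500000 tags they added 1232 (108 to 2573). These curves rest on tags with at least 2 copies, and the removal of one-copy tags had a large effect on their slope. When the one-copy tags that Table S1 lists for each library were added, an alternative chosen after the counts had been seen, the median number of distinct tags added at 2500000 tags was 7878 (5344 to 19061).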

Saturation analysis demonstrated that newly emerging distinct tags were gradually reduced as the total number of sequence tags rose, and the library capacity approached saturation when the number of sequencing tags reached 2.5 million (Figure S2). In addition, the heterogeneity and redundancy of mRNA were confirmed, which demonstrated that high copy number clean tags (copy number more than 100) accounted for 65.2% of the total clean tags but less than 3% of the clean distinct tags. In contrast, low copy number clean tags (copy number less than 5) accounted for approximately 4.3% of the total clean tags but more than 60% of the clean distinct tags (Figure S1).

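Tags with more than 100 copies carried 65.2% of the total clean tags (SD 10.1, n = 20 libraries), from 47.9% in LT at 63 dpc to 81.8% in LR at 120 dpn. Among distinct clean tags their share was 2.89% (SD 0.689), from 1.58% in LR at 2 dpn to 3.84% in LR at 180 dpn. The most abundant tag of a library took between 0.352% of its total clean tags, in LT at 35 dpc, and 6.74%, in LR at 120 dpn. The 100 most abundant tags together took from 12.5% to 53.6%, with the lowest share in LR at 35 dpc and the highest in LR at 120 dpn.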

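Tags with fewer than 5 copies carried 6.06% of the total clean tags (SD 2.05, n = 20 libraries), with a range of 3.12% to 11.2%, and made up 57.6% of the distinct clean tags (SD 4.29). The share among distinct tags was lowest in LT at 35 dpc (53.7%) and highest in LR at 2 dpn (70.3%). With tags of exactly 5 copies included, the shares were 7.23% of the total and 63.4% of the distinct clean tags.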

For tag mapping, approximately 61,614 sequences were obtained from *Sus Scrofa* RefSeq and UniGene (NCBI36.1, 20090827) databases, of which 55,490 had the CATG site and all CATG+17 tags were used as reference sequences. In the present study, 189,160 total reference sequences with 149,321 unambiguous sequences (the sequences matched only to one gene) were obtained. Approximately 78.9% of the total clean tags and 53.26% of the distinct clean tags were mapped to the reference tag database, while 35.3% of total clean tags and 34.77% of distinct clean tags were mapped unambiguously (tags mapped to only one gene) to the reference tag database (Figure S3). CATG position analysis indicated that most tags matched to the 1st or 2nd 3′ CATG site in high-confidence transcripts (Figure S2). Saturation analysis demonstrated that the number of newly mapped genes fell gradually as the number of total sequence tags increased and approached saturation when it reached 1 million (Figure S2). In addition, gene expression analysis suggested that most genes were expressed at very low levels (Figure S2). In this study, 40% and 13.2% clean distinct tags mapped to sense genes and antisense genes, respectively.

### Cluster analysis and correlation analysis of 20 skeletal muscle libraries

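The correlation was computed across the 801159 distinct tags as Pearson's r of log2(TPM + 1), a tag missing from a library being given a TPM of 0. Tags are not independent replicates, and no p-value was computed for an r across tags. The 190 pairs of libraries had a median r of 0.725. The lowest value, 0.382, was that of LR at 180 dpn with LT at 49 dpc, and the highest, 0.916, that of LR at 63 dpc with LR at 77 dpc. From 49 to 91 dpc the 4 LR libraries correlated with each other at a mean r of 0.897 and the 4 LT libraries at 0.871, while the 16 pairs of an LR with an LT library had a mean r of 0.767 (0.726 to 0.804). The LR library of 35 dpc correlated less with the LR libraries of 49 to 91 dpc (mean r 0.775) than with the LT libraries of those stages (0.809). The LR libraries of 120 and 180 dpn correlated with each other at 0.870 and with the other 18 libraries at a mean r of 0.525.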

Systematic cluster analysis (using myogenesis genes) and correlation analysis (using all genes) were performed to compare the relationship among 20 skeletal muscle libraries. Both analyses produced similar results, indicating that the 20 different transcription profiles could be divided into several distinct classes (Figure 2).

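Average-linkage clustering on 1 - r, with all tags, placed the LR libraries of 49 to 91 dpc in one class, whose last member joined at r = 0.892. The LT libraries of 49 to 91 dpc formed a class at r = 0.857. The LR and LT libraries of 35 dpc paired with each other at r = 0.847, and this pair joined the fetal LT class at r = 0.804 before the LR class joined at 0.767. A postnatal class of 8 libraries, LR from 2 to 90 dpn and LT from 2 to 180 dpn, closed at r = 0.753 and joined the 10 prenatal libraries at 0.698. The LR libraries of 120 and 180 dpn joined all the others last. Clustering on TPM without logs instead placed this pair in the postnatal class, at r = 0.604, before the prenatal and postnatal libraries joined at 0.378. There LR at 35 dpc first joined LT at 49 dpc (0.885) and then LT at 35 dpc (0.866), so the 35 dpc pair and the fetal LT class did not form. With Spearman's rho the postnatal class did not form. A group of 6 postnatal libraries joined the 10 prenatal ones at 0.460, before LR at 2 dpn (0.383) and LT at 90 dpn (0.374). The LR libraries of 120 and 180 dpn differed from the rest in their tags as well. Tags with a further CATG inside the 17 bases took 0.116% (95% Wilson interval 0.113 to 0.120) of the clean tags of LR at 120 dpn and 0.224% (0.219 to 0.229) at 180 dpn. In the other 18 libraries they took between 2.14% and 3.80%.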

**Figure 2:**
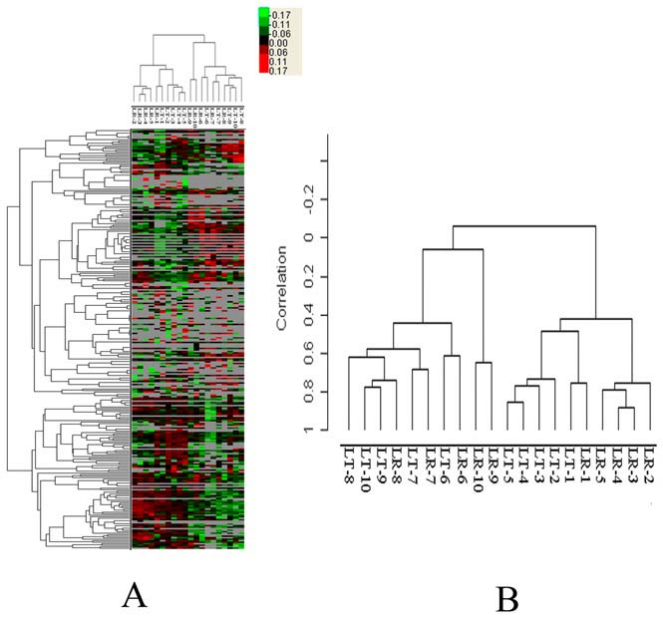
Similarity of transcriptome profiles between 20 skeletal muscle libraries. (A) Correlation analysis of 20 libraries by Pearson's correlation coefficient. (B) Systematic cluster analysis of 20 libraries by Cluster 3.0 and TreeView software.

### Transcriptome analysis between different developmental stages

#### Temporal analysis of differentially expressed genes

The number of temporally differentially expressed (DE) genes with log_2_ ratio>0.5 (*P*<0.009, *FDR*<0.02) between libraries are presented in Table 1. 

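With 1 library per breed and stage, a test between adjacent stages compares those libraries, not the stages, and the differences have no replicate check. Each tag found in either library was tested with a 2-sided exact binomial test on its counts, conditional on their sum and on the sizes of both libraries, at the thresholds stated in the text, that is, p below 0.009, a Benjamini-Hochberg FDR below 0.02 and an absolute log2 ratio of TPM above 0.5. A TPM of 0 was replaced by 0.01 in the ratio, as in Table S2. The number of tags tested ran from 106299 (LR at 180 against 120 dpn) to 332114 (LT at 91 against 77 dpc). In LR the comparisons called 34059 tags at 49 against 35 dpc, 6012 at 63 against 49 dpc, 2200 at 77 against 63 dpc and 4539 at 91 against 77 dpc. Birth, 2 dpn against 91 dpc, gave 18751 tags in LR, and the later comparisons 8851 at 28 dpn, 4335 at 90 dpn, 17233 at 120 dpn and 5590 at 180 dpn. In LT the numbers in the same order were 14516, 9553, 3834 and 3666 tags before birth, 28235 at 2 dpn, and 18743, 15963, 6471 and 2656 tags at 28, 90, 120 and 180 dpn.

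**Figure D2:**
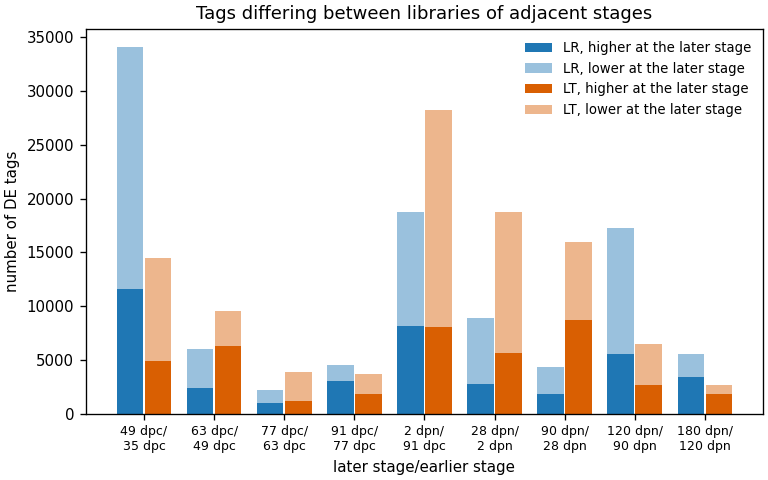
Number of DE tags between the libraries of adjacent stages in LR and LT, split into tags higher (dark) and lower (light) at the later stage with scaling by total clean tags. The tallest bars are LR at 49 against 35 dpc, with 34059 tags, and LT at 2 dpn against 91 dpc, with 28235 tags. With TMM scaling, tags higher at the later stage were 50.3% and 47.2% of the tags in these comparisons, against 33.9% and 28.5% with total clean tags.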

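Summed over the 9 comparisons of each breed, 101570 calls were made in LR and 103637 in LT, a tag being counted once for each comparison that called it. Tags higher at the later stage made up 39649 of the calls in LR and 41003 in LT. Scaling by total clean tags was replaced by TMM scaling, which shifted the log2 ratio of all tags of a comparison by -0.24 to 0.37 and by more than 0.1 in 11 of the 18 comparisons. The totals were then 97595 in LR, with 44088 higher at the later stage, and 96774 in LT, with 46863. The share of tags higher at the later stage moved by more than 10 percentage points in 11 comparisons and changed sides of 50% in 5. The alternative that moved the totals most was an edgeR exact test that assumed a biological coefficient of variation of 0.4 between libraries, with 6101 calls in LR and 2226 in LT.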

Totals of 9624 and 8554 DE genes were identified during muscle development in LR and LT, respectively (Table 1, Table S2). 

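The 3 comparisons at 49 against 35 dpc, 2 dpn against 91 dpc and 28 against 2 dpn gave a mean of 20554 DE tags in LR and 20498 in LT. The other 6 comparisons gave means of 6652 in LR and 7024 in LT, so that the ratio was 3.09 in LR and 2.92 in LT. In both breeds the ranges overlapped. The lowest of the 3 values was 8851 in LR, below the 17233 tags at 120 against 90 dpn, and 14516 in LT, below the 15963 tags at 90 against 28 dpn. The LR libraries of 120 and 90 dpn also differed in their share of tags with a further CATG (0.116% and 2.57%). Their comparison therefore cannot separate a change with age from a difference in library preparation. With the assumed coefficient of variation between libraries, the ratio was 0.876 in LR, where 120 against 90 dpn alone gave 3860 tags, and 8.78 in LT.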

There were more DE genes during the early stages of prenatal (35 and 49 dpc) and postnatal (from 91 dpc to 28 dpn) development than other stages (Table 1, Table S2).

**Table 1:** The numbers of differentially expressed genes between libraries.

The comparison between different libraries	numbers of differentially expressed genes					
	Total DE genes	Total DE genes-up	Total DE genes-down	MD related DE genes	MD related DE genes-up	MD related DE genes-down
LR-49 dpc/35 dpc	2461	876	1585	220	109	111
LR-63 dpc/49 dpc	462	179	282	87	58	29
LR-77 dpc/63 dpc	241	110	131	66	36	30
LR-91 dpc/77 dpc	423	256	167	63	35	28
LR-2 dpn/91 dpc	2006	771	1235	220	112	108
LR-28 dpn/2 dpn	1269	285	984	149	94	55
LR-90 dpn/28 dpn	678	235	443	129	51	78
LR-120 dpn/90 dpn	1373	808	565	178	56	122
LR-180 dpn/120 dpn	702	247	455	85	44	41
LT-49 dpc/35 dpc	1362	863	499	147	100	47
LT-63 dpc/49 dpc	702	341	361	108	68	40
LT-77 dpc/63 dpc	330	185	145	68	35	33
LT-91 dpc/77 dpc	316	163	153	68	44	24
LT-2 dpn/91 dpc	2301	1067	694	271	93	178
LT-28 dpn/2 dpn	1453	1036	417	199	71	128
LT-90 dpn/28 dpn	1036	573	463	134	66	68
LT-120 dpn/90 dpn	642	357	285	97	57	40
LT-180 dpn/120 dpn	403	124	279	90	51	39

LR, Landrace; LT, Lantang; MD, muscle development; DE, differentially expressed; up, up regulation; down, down regulation.

#### Gene Ontology (GO) analysis of temporal DE genes

To gain further insight into the biological functions of the DE genes identified, GO analyses were preformed (Table S8, Figure S4, S5, S6, S7). We chose significant GO categories with P-value <0.05. The muscle development-related biological processes are presented in Figure 3. Genes related to muscle development, including muscle cell development and differentiation or myofibril assembly (Table S8) were up-regulated at 49 dpc in LT, 63 dpc in LR and down-regulated at 77 dpc in both breeds. In addition, genes related to muscle system processes and muscle contraction (Table S8) were up-regulated during early fetal stages such as 49 and 63 dpc, and down-regulated at 77 dpc in both breeds. Moreover, the immune and nervous systems developed during early embryonic stages. During postnatal development, the main GO categories were related to metabolism and biosynthetic processes or energy.

**Figure 3:**
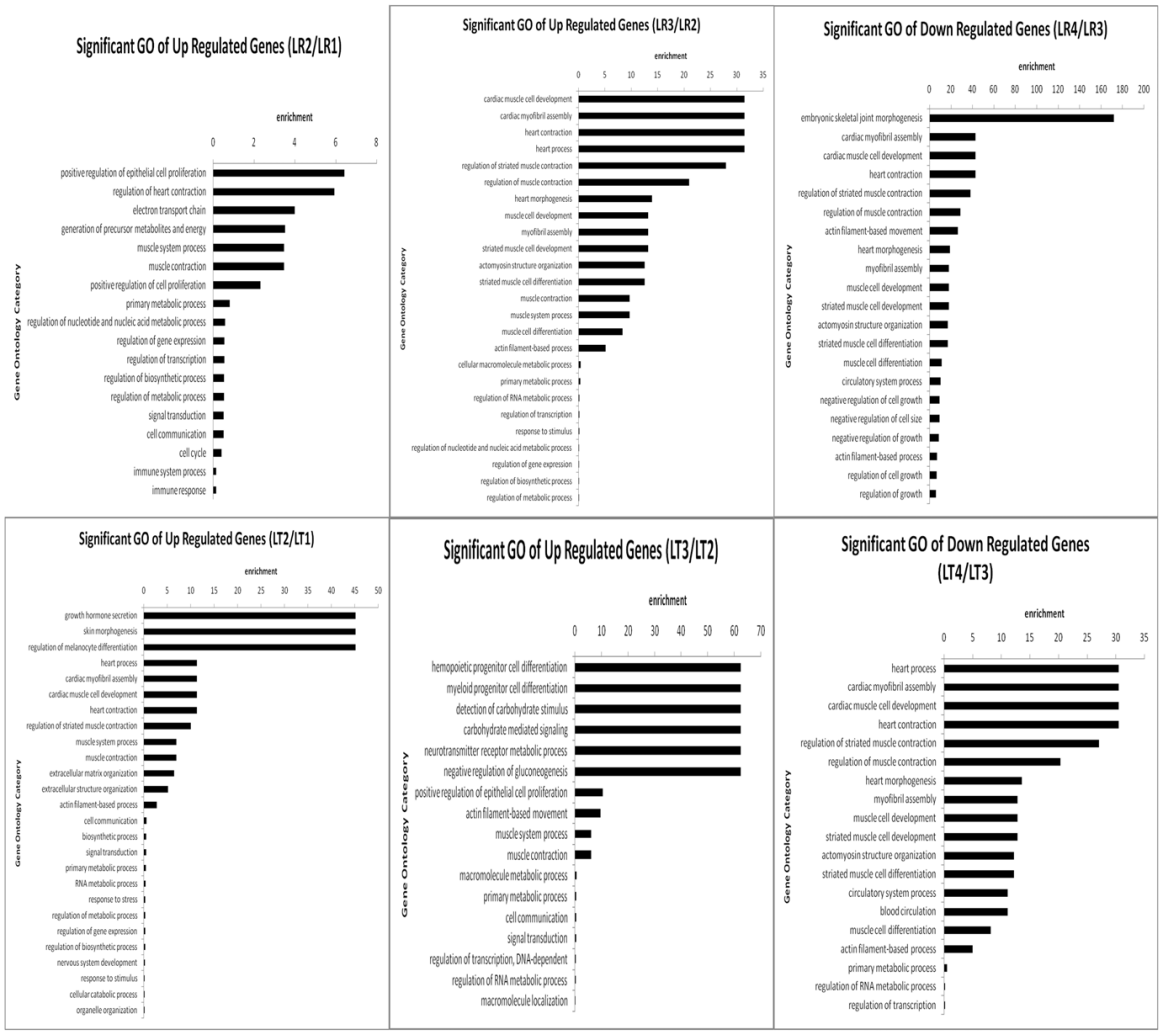
The muscle-related biological processes of differentially expressed genes during different muscle development stages. (**A**) Muscle development-related GO categories were up-regulated at 49 and 60 dpc and down-regulated at 77 dpc for Landrace. (**B**) Muscle development-related GO categories were up-regulated at 49 and 60 dpc and down-regulated at 77 dpc for Lantang.

#### Pathway analysis of temporal DE genes

All pathways of DE genes were summarized in Table S9, and the significant pathway categories (P <0.05) were listed Table 2, Figure S8 and S9. Based on the results of the GO analysis, we focus on the pathways of DE genes up-regulated at 35, 49 and 63 dpc and down-regulated at 77 dpc. The DE genes involved in *Wnt*, *Notch*, *TGF-beta*, insulin, calcium, chemokine and *GnRH* signaling pathways highly expressed at 35 dpc in LR, while only the *TGF-beta* and neurotrophin signaling pathways highly expressed at 35 dpc in LT. At 49 dpc, the DE genes involved in *PPAγ*, *MAPK* and calcium signaling pathways highly expressed in LR while *MAPK*, *GnRH*, neurotrophin, calcium, *ErbB* and *TGF-beta* signaling pathways highly expressed in LT. At 63 dpc, *MAPK*, *ErbB*, *TGF-beta*, *GnRH* and pentose phosphate signaling pathways highly expressed in LR while only the *PPAγ* signaling pathway highly expressed in LT. At 77 dpc, the DE genes involved in *TGF-beta*, neurotrophin and cell cycle signaling pathways were down-regulated in LR, while *Notch* signaling pathways were down-regulated in LT.

**Table 2:** Signaling pathways of DE genes.

Pathway	49/35 dpc		63/49 dpc		77/63 dpc		91/77 dpc		2 dpn/91 dpc		28/2 dpn		90/28 dpn		120/90 dpn		180/120 dpn	
	LR	LT	LR	LT	LR	LT	LR	LT	LR	LT	LR	LT	LR	LT	LR	LT	LR	LT
PPAR	↑			↑					↑	↑	↓	↑	↓	↓		↑	↑	↑
MAPK	↑	↑	↑		↑	↑	↓		↑	↑↓	↓	↑↓	↑	↑↓	↑↓	↑↓		↓
Calcium	↑↓	↑						↑	↑	↓	↓	↓	↓	↑	↓	↓		
Chemokine	↓									↓					↓	↓		
Wnt	↓								↓	↓	↓	↓		↑	↓	↓		
GnRH	↓	↑	↑	↓		↑		↓	↑	↓	↑	↓	↑	↑	↓	↓		
Insulin	↓			↓				↑	↑	↑	↓	↓	↓	↑↓	↓	↓	↑	↑
TGF-beta	↓	↑↓	↑	↓	↓	↑		↓	↓	↓	↓	↓			↑↓	↑↓		
Neurotrophin	↓	↑↓		↓	↓				↑	↓	↓	↓	↑	↑↓	↓	↓		
Notch	↓					↓	↓			↓		↓	↓					
Adipocytokine							↑		↑		↓		↓		↓		↑	
Pentose phosphate		↑		↑		↑			↑		↑	↑	↑	↑				↓
p53									↑	↑	↓	↓		↓				
VEGF									↑	↑	↑				↓	↓		
Jak-STAT									↓	↓			↓					
ErbB												↓	↑	↑			↓	
mTOR						↓									↓	↓		
Fatty acid metabolism		↑		↑						↑		↑		↑		↓		

#### STC and STC-GO analysis

In order to profile a gene expression time series and search for the most probable set of clusters generating this time series, the STC algorithm of gene expression dynamics was used, which took into account the dynamic nature of temporal gene expression profiles during clustering and identified the number of distinct clusters. Gene Ontology (GO) of significant STC cluster profiles was performed using the two-sided Fisher's exact test. We chose significant GO categories that had P<0.05. Approximately 480 types of temporal expression patterns with 133 significant cluster profiles were identified, of which 19 were related to muscle development and divided into several categories (Figure S11, Table S3, Table S4 and Table S5).

During the prenatal period, the DE genes involved in profile 2, 12 and 28 of LR, and profile 1 and 5 of LT highly expressed during early embryogenesis, and related to muscle development, cell growth or proliferation, and multicellular organismal development (Table S4 and Table S5). The DE genes involved in profiles 67, 73, 76 and 77 of LT, and profiles 67, 68, 76, 77 and 80 of LR were up-regulated at 49 or 63 dpc, and related to muscle development, differentiation and anatomical structure development, muscle contraction and muscle system processes, cell proliferation, cell differentiation and development, and immune system process (Table S4 and Table S5).

During the postnatal period, The DE genes involved in profiles 30, 32 and 39 of LR, and profile 2, 5 and 12 of LT predominantly highly expressed during early stages of development, and were related to the muscle development, muscle system or contraction muscle fiber development, muscle filament assembly or disassembly, muscle system process and muscle contraction, organ morphogenesis and tissue remodeling. In addition, the muscle development related profile 49 in postnatal LT was temporally up-regulated. (Table S4 and Table S5).

During the whole development process, The DE genes involved in profiles 71 and 64 of LR were related to muscle development, muscle contraction and muscle system process, genes involved in regulating cell proliferation, organelle organization. Profile 12 of LT was related to cell differentiation, system and organ development. Genes involved in profile 79 of LR and profile 79 of LT were predominantly related to muscle contraction and muscle system processes. (Table S4 and Table S5).

### Comparison of DE genes between the two breeds

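The breeds were compared with edgeR's quasi-likelihood test on the counts, with the stages of a period standing in for replicates, stage as a block, TMM scaling and edgeR's filter on low counts, at an adjusted p below 0.05. Among the 10 prenatal libraries 48619 tags passed the filter and 2979 were called, while 17896 had an unadjusted p below 0.05. The edgeR common dispersion was 0.243. Of the called tags, 2763 differed in the same direction in all 5 stage pairs, and 24.4% of all tested tags did, where chance gives 6.25% if stage pairs are independent. With the breed labels swapped at 49, 63, 77 and 91 dpc, 11953 tags were called, more than with the real labels. Each other swap within stages called 0. The number called therefore does not by itself tie the difference to breed. Among the 10 postnatal libraries 22957 tags were tested, 0 were called, 950 had an unadjusted p below 0.05, and the common dispersion was 0.803. Over all 10 stages, with 30227 tags tested, 428 were called, and 365 of them differed in the same direction in all 10 stage pairs. A test of the difference between the prenatal and postnatal breed effects called 0 of 53325 tags, with 3873 at an unadjusted p below 0.05. The alternative that raised the numbers most was a binomial test on the counts summed over the 5 libraries of a breed, which treats them as a single pool and called 75108 prenatal and 31817 postnatal tags. With the libraries as replicates, the prenatal number was 25109 when the pair of 35 dpc was left out and 2 when the share of tags with a further CATG was a covariate.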

About 3449 and 185 genes were differentially expressed in the two breeds during the prenatal and postnatal periods, respectively (log_2_ ratio>0.5, p<0.009, FDR<0.02). During prenatal period, 1179 were more abundantly expressed in LR, while 2268 were expressed at a higher level in LT. 

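Of the 2979 tags called before birth, 1282 were higher in LR and 1697 in LT, an LT share of 57.0% (95% Wilson interval 55.2 to 58.7). This interval takes tags as independent, which they are not. Every fit that left out a stage pair gave an LT share below the interval, at most 55.0%. With scaling by total clean tags in place of TMM scaling the LT share was 62.8%, and without the pair of 49 dpc it was 49.9%. The LR-higher tag with the largest log2 fold change was CATGAAGAAAATAGAAGACAA, with 2909, 6108, 5077, 5874 and 5644 counts in LR from 35 to 91 dpc and 0 in each LT library. Its mean in LR was 1213 TPM (SD 345, n = 5 stages), at least 1532-fold higher than in LT, with an adjusted p of 0.00503 from edgeR. The next was CATGCTTACTAAAATAAAAAC, with 10, 1294, 2702, 1950 and 2251 counts in LR, 0 in LT, a mean of 386 TPM (SD 242) and a difference of at least 487-fold (adjusted p = 0.00841 from edgeR). When tags 1 base apart were merged into the more abundant tag, these tags had 854 to 3033 and 21 to 918 counts in the prenatal LT libraries, and their adjusted p rose to 0.0562 and 0.116. In LT, CATGTAGAAGCCGTGAACGCC had 28, 577, 377, 1293 and 2572 counts and a mean of 205 TPM (SD 182), and CATGTTCTAATAAACTTCTAC had 718, 2098, 173, 697 and 228 counts and a mean of 183 TPM (SD 151). Neither was found in the prenatal LR libraries, and the differences were at least 290-fold and 258-fold (adjusted p = 0.00841 for both, from edgeR). The 3 LT tags ranked next lost the difference when tags were merged, with log2 ratios of LT to LR of 0.80, -0.29 and 0.48 (adjusted p = 0.0830, 0.427 and 0.436 from edgeR). The LT tags given by sequence kept it, at 12.6 and 12.5 (adjusted p = 0.0128 for both, from edgeR). The LR tags ranked next also kept it, at -13.6, -13.6 and -13.2 (adjusted p = 0.0128 for each, from edgeR). With the share of tags holding a further CATG as a covariate, the adjusted p of all 4 tags given by sequence lay between 0.0639 and 0.0843.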

Postnatal, 48 were more abundantly expressed in LR, while 137 were expressed at a higher level in LT (Table S2). 

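No direction can be given for postnatal tags from the stage-blocked test, which called none of them. The median log2 ratio of LT to LR over the 22957 tested tags was 0.56 with TMM scaling and 0.63 with scaling by total clean tags, and it depended on 120 and 180 dpn: it was 0.23 without the pair of 120 dpn, 0.28 without that of 180 dpn and -0.00292 without both. Without the stage block it was 0.28, and with the share of tags holding a further CATG as a covariate, also chosen after the data had been seen, 0.11. Tags that moved the same way in all 5 postnatal stage pairs numbered 2551, or 11.1% of those tested. Some alternatives called tags: 326 without the stage block, of which 128 were higher in LR and 198 in LT, 626 with DESeq2 (256 and 370) and 877 without the filter on low counts (376 and 501). Without the stages of 120 and 180 dpn, an alternative chosen after the data had been seen, 441 tags were called, 238 higher in LR and 203 in LT.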

GO enrichment and pathway analysis of the DE genes were performed.

#### Gene Ontology comparison of DE genes between breeds

During prenatal period, GO analysis indicated that more development-related genes were highly expressed in LR while more enzyme, transport and location, metabolism and immune related genes were highly expressed in LT. During the postnatal period, genes involved in catabolic and metabolic processes, chromatin silencing, protein translocation, negative regulation of organ growth, negative regulation of nervous system development and negative regulation of adipose cell differentiation were differentially expressed (Table S8, Figure S10, P <0.05).

#### Pathway comparison of DE genes between breeds

Pathway analysis of prenatal DE genes demonstrated that those genes up-regulated in LR were related to metabolic pathways, muscle contraction and p53 signaling. In contrast, genes up-regulated in LT were related to muscle contraction, *MAPK*, neurotrophin, *Wnt*, calcium, *TGF-beta*, *mTOR*, *Jak-STAT*, *GnRH* and insulin signaling among others. Few significant different pathways could be identified between the two breeds postnatal (Table S9, Figure S10).

### Analysis of the DE genes related to muscle development

595 genes, probably related to muscle development, were identified by GO and pathway analysis (Table S6, S7, S8). More muscle-related genes were expressed at a high level between 35 and 63 dpc, and between 91 dpc and 90 dpn. Most muscle-related DE genes were identified during fetal development and the early stages after birth in both breeds.

#### The expression patterns of MRF and MEF2 families

The most important genes for muscle development are the myogenic regulatory factor (*MRF*) and myocyte enhancer factor 2 (*MEF2*) families, which are central to the regulation of myogenesis. However, their differential expression has not been reliably detected in previous expression profile research [3], [6], [19]. In present study, all *MRF* members including *Myf5*, *MyoD*, *MYOG* and *MYF6*, and three members of the *MEF2* family, *MEF2A*, *MEF2C* and *MEF2D*, were detected differential expression. Similar expression patterns were found in both breeds for *Myf5*, *MYOG* and *MEF2C*, and different patterns were identified for *MyoD*, *MYF6*, *MEF2A* and *MEF2D* (Figure 4). The expression of *MyoD* peaked at 35 dpc and then down-regulated in LR, but up-regulated at 49 dpc and maintained a high level of expression until 91 dpc in LT. Several genes had similar expression patterns with *MyoD* including myogenesis activators and myogenesis inhibitors (*ID1*, *ID2*, *CABIN1*, *MSTN*, *SMAD4*, *CTNNA1*, *NOTCH2*, *GPC3* and *HMOX1*) (Figure 5A). *Myf5* was up-regulated from 35 dpc, its expression peaked at 49 dpc and kept high level throughout fetal development in both breeds. Several myogenesis activators had similar expression patterns to *Myf5* (Figure S12). The expression of *MYOG* peaked at 49 dpc in LR and at 63 dpc in LT, but lowly expressed during other stages in both breeds. The expression pattern of *MEF2A* was similar to *MyoD*, while *MEF2C* was similar to *Myf5*. *MEF2D* was up-regulated at 49 dpc and maintained high expression until 90 dpn in LR, while it was up-regulated at 63 dpc and then maintained high expression throughout development in LT. Several myogenesis genes also showed similar expression pattern with *MEF2D* (Figure 6B).

**Figure 4:**
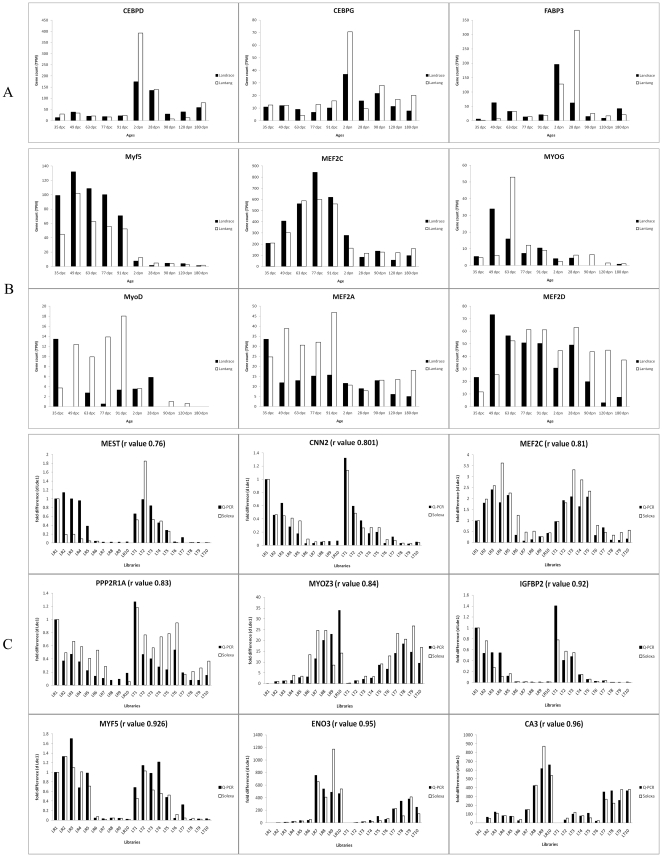
The expression patterns of myogenesis and adipogenesis genes (A, B) and Q-PCR validation of sequencing data (C). (A) The expression pattern of genes could relate to adipogenesis. The vertical axis indicates the normalized gene expression level in breed or stages; dpc indicates prenatal and dpn indicates postnatal. (B) The expression patterns of *MRF* and *MEF2* families. (C) Validation of sequencing data by Q-PCR. The vertical axis indicates the fold changes of transcript abundance in 20 samples compared to the LR 1. The r value indicates Spearman's Correlation between the two methods.

**Figure 5:**
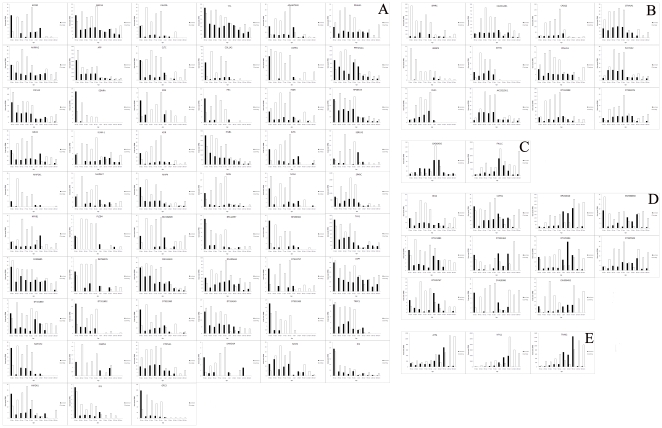
The muscle developmental genes which were higher expressed in LT than in LR. (A) These 53 genes were similar expressed with *MyoD*; (B) These 10 genes were only highly expressed in prenatal LT; (C) *GADD45G* and *FHL1* were peak expressed at 2 dpn and 28 dpn; (D) These 10 genes were similar expressed with *MyoD* in prenatal, but highly expressed at 2, 28 and 90 dpn of landrace while 90, 120 and 180 dpn of Lantang. (E) The DE genes could relate to muscle development in postnatal between the two breeds.

**Figure 6:**
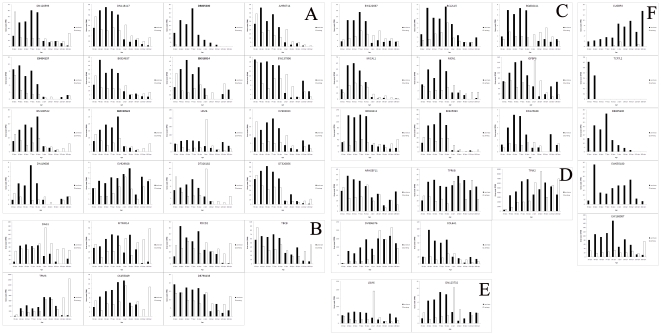
The muscle developmental genes which were higher expressed in LR than in LT. (A) These 13 genes were highly expressed at 35 dpc of the two breeds, and then maintained the high expression in prenatal LR but down regulated in prenatal LT; (B) These 7 genes were similar expressed with MEF2D; (C) These 9 genes were highly expressed in prenatal of the two breeds, but higher expressions were showed in LR than in LT; (D) These genes were differential expressed in prenatal between the two breeds, but showed no differences in postnatal; (E) LSM4 and DN123732 were highly expressed in prenatal LR and 2 dpn of LT; (F) These 5 genes were only highly expressed in LR.

#### The muscle developmental DE genes between different developmental stages

The expression patterns of the 595 muscle developmental genes during different stages were analyzed (Table 1 and Table S6). Most myogenesis genes were up regulated or highly expressed at 35, 49, 63 dpc and at 2, 28 dpn, including *MRF* and *MEF2* families, most myogenesis inhibitors (*ID1* and *ID2*, *CABIN1*, *MSTN*, *SMAD4*, *CTNNA1*, *NOTCH2*, *GPC3*, *HMOX1*, *IKBKB*, *ACVR1* and *ITGA*) and most activators (Table S6).

In postnatal, muscle phenotype variation was apparent during the periods from 91 dpc to 28 dpn (Figure 1). As expected, several muscle developmental genes were also showed differential expression during this period (Table S6). But, few muscle developmental genes could be identified during the postnatal period after 28 dpn except some genes related to muscle structure, contraction and metabolism (Table S6).

#### The muscle developmental DE genes between the two breeds

During prenatal period, 109 genes were related to muscle development among 2268 DE genes which more highly expressed in LT than in LR (Table S6, Figure 5). The expression patterns of 56 genes were similar with *MyoD* including 10 myogenesis inhibitors (*ID1* and *ID2*, *CABIN1*, *MSTN*, *SMAD4*, *CTNNA1*, *NOTCH2*, *GPC3* and *HMOX1*) (Figure 5A). 10 of the 109 genes only highly expressed in prenatal LT (Figure 5B). The expression level of *GADD45G* and *FHL1* peaked at 2 dpn and 28 dpn (Figure 5C). Another 11 of the 109 genes were similar expressed with *MyoD* in prenatal, but highly expressed at 2, 28 and 90 dpn of LR while 90, 120 and 180 dpn of LT (Figure 5D). In addition, 58 genes were related to muscle development among 1179 DE genes which more highly expressed in LR than in LT (Table S6, Figure 6). 13 of these genes highly expressed at 35 dpc of the two breeds, and then maintained the high expression in prenatal LR but down regulated in prenatal LT (Figure 6A). 7 genes shared similar expression pattern with *MEF2D* (Figure 6B). 9 genes highly expressed in prenatal both two breeds, but higher expressions were showed in LR than in LT (Figure 6C). *TPM2*, *TPRKB*, *COL6A1* and *DV896376* differentially expressed in prenatal, but showed no differences in postnatal between the two breeds (Figure 6D). *LSM4* and *DN123732* highly expressed in prenatal LR and 2 dpn of LT (Figure 6E). *TCF7L2*, *CUGBP2*, *EW168087*, *DB805600* and *EW055180* only highly expressed in LR (Figure 6F).

During the postnatal period, most of the DE genes between the two breeds were related to muscle structure and contraction (Figure 5E), but very few muscle developmental DE genes were indentified (Table S6). It is interesting that *ATF4*, *MYL1* and *TNNI2* showed high expression during 2 dpn, 28 dpn and 90 dpn of LR, but showed high expression during 90 dpn, 120 dpn and 180 dpn of LT (Figure 5E).

#### The expression patterns of genes related to adipogenesis

During the prenatal period, the expression levels of adipogenic genes including *FABP3*, *CEBPD* and *CEBPG* were very low and no differences were found between the two breeds. However, these genes were up-regulated at 2 or 28 dpn when *MyoD* expressed lowly. These adipogenic genes more highly expressed in LT than LR (Figure 4). However, other important adipogenic genes including *PPARA* and *PPARG* expressed at very low levels in this study (Table S6). In addition, several adipose related genes including *UCP3*, *HSPB1* and *ANGPTL4*, and muscle metabolism genes including *ACADL*, *ACADM*, *FOS*, *CASQ1*, *ABRA*, *AK1*, *ENO3* and *PLN* also highly expressed at 2 or 28 dpn of two breeds but more highly expressed in LT than in LR (Table S6).

#### Signal-flow analysis of DE genes

To investigate the key genes in muscle development and their interaction, regulatory network maps were constructed on the basis of muscle development signal pathways and the novel possible interactions obtained from these sequencing data. Approximately 237 and 258 genes were included in the signal flow maps for LR and LT, respectively. Among the signal flow maps, 763 and 909 potential direct interactions between differentially expressed genes were identified for LR and LT, respectively. Among these potential direct interactions, 604 of LR and 715 of LT were related to known muscle genes (Figure 7, Table S7). Moreover, *GSK3B* appeared to be more important in LR than in LT, while *SMAD4* appeared more important in LT than in LR. The potential interactions between the myogenesis genes were identified using signal-flow analysis.

**Figure 7:**
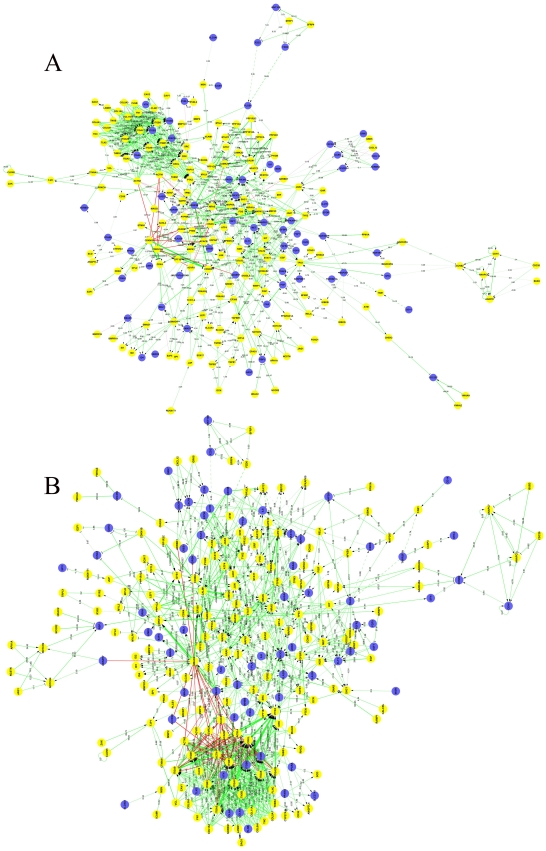
The interaction network between the differentially expressed muscle developmental genes. (A–B) Signal-flow analyses of myogenesis-related genes in LR (A) and LT (B). Yellow dots indicate DE genes and blue dots indicate non-DE genes. Straight lines indicate interaction relationships between genes; area indicates active and flat indicates inhibited. Solid line indicates a direct interaction and dashed line indirect interaction. Value and diameter of line indicates the size of interaction; the larger the values the stronger the regulation.

### Confirmation of Solexa expression patterns using Real-time quantitative PCR

In order to validate the results of sequencing, nine muscle development-related genes were chosen for real-time quantitative PCR analysis (Figure 4); the results were presented as fold changes in expression normalized to the *AK239456.1* or *AK231315.1* gene and relative to the LR1 sample. Spearman's correlation coefficient (r) indicated that DGE and qPCR data had high consistency and the r values ranged from 0.76 (*MEST2*) to 0.96 (*CA3*) between the two methods.

## Discussion

The molecular mechanism underlying muscle development in pig is complex and remains unclear [3], [7], [25]. Here, we present the first genome-wide research of longissimus dorsi muscle from embryo to adult in two pig breeds using the Solexa/Illumina system, a novel tag-based high-throughput transcriptome deep sequencing method.

### Analysis of sequencing data

Approximately 4.2 million tags per library were identified (Table S1). Very high quality sequencing provided sufficient sequence data for the detection of low abundance and novel genes [22]. The distribution of tags demonstrated that most genes expressed at low levels (Table S1, Figure S1 and S2). Therefore, large amounts of information may be lost in similar studies using Microarray or LongSAGE. Tag mapping and gene annotation analysis demonstrated that many tags were not mapped to the reference tag database and several were mapped to antisense genes (Table S1). This indicated that the DGE system provides an unbiased analysis of the transcriptome. And the qPCR confirmation results indicated that the Solexa sequencing was reliable.

### New functions and regulations of *MRFs* and *MEF2* families during muscle development

The *MRFs* and *MEF2* families are key genes in the regulation of myogenic determination and differentiation [15], [16], [26]. Similar studies using Microarray have demonstrated that *MRFs* are unchanged during porcine myogenesis and that myogenesis in pig might depend on the balance of differentiation-activators and differentiation-inhibitors [6], [19]. However, in the present study, changes in *MRFs* and *MEF2* families during muscle development were identified owing to the high resolution of Solexa sequencing.

Compared with other reports, the present study reveals a new expression pattern for *MyoD* during muscle development. The expression of *MyoD* was very low except 35 dpc in LR, while high throughout the fetal stage and low after 2 dpn in LT (Figure 4). The high expression during early embryogenesis in both breeds indicated that *MyoD* is necessary for myogenic determination [15], [16], [26]. Some reports have demonstrated that forced expression of *MyoD* in vitro strongly induces myogenic differentiation while inhibiting adipocyte differentiation [27]. Our results show that adipogenic factors including *CEBPD* and *CEBPG* expressed at very low levels while *MyoD* highly expressed during the fetal period. Furthermore, *CEBPD* and *CEBPG* were up-regulated at 2 dpn while *MyoD* expressed at low level (Figure 4). This suggests a possible negative correlation between the *CEBP* family and *MyoD*. Furthermore, *CEBPD* and *CEBPG* might be repressed during the fetal period, and more repressed in LT because *CEBPD* and *CEBPG* higher expressed in LT than in LR. This might be the reason for the expression of *MyoD* was higher in LT than LR during fetal development. Considering the expression patterns of *MyoD*, *CEBPD* and *CEBPG*, *MyoD* might be critical in promoting myogenesis and inhibiting intramuscular adipose differentiation by repressing adipogenic factors including *CEBPD* and *CEBPG*. This hypothesis could explain not only the differential expression of adipocyte differentiation factors and *MyoD* in the two breeds but also the higher intramuscular fat content in LT than in LR (Figure 8). In addition, the genes involved in *Wnt* and *p53* signaling pathways might contribute to this regulation pattern of *MyoD* because these genes also higher expressed in prenatal LT than in LR (Table 2), and the roles of *Wnt* and *p53* signaling pathways in myogenesis by regulating *MyoD* have been demonstrated [28], [29].

**Figure 8:**
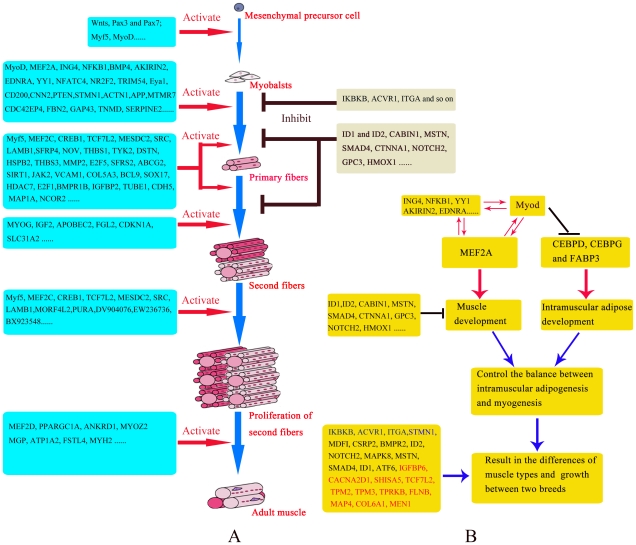
The molecular regulation of myogenesis and the model for *MyoD* controls intramuscular adipogenesis and myogenesis. Red dots indicate the promoting roles of these genes in myogenesis and blank striping indicate the repressing roles. (A) The probable roles of DE genes in regulating myogenesis (B) The novel model for *MyoD* controls the balance between intramuscular adipogenesis and myogenesis.

Several genes had similar expression patterns with *MyoD* (Figure 5). The most important was *MEF2A*, which may have a similar function during myogenesis by interacting with *MyoD*, as direct interactions between *MRFs* and *MEF2* families have been observed [30]. Myogenesis inhibitors (such as *ID1* and *ID2*, *CABIN1*, *MSTN*, *SMAD4*, *CTNNA1*, *NOTCH2*, *GPC3* and *HMOX1*) had similar expression patterns to *MyoD* and *MEF2A* (Figure 5), which indicating that they might be important in preventing the excessive development of muscle caused by high expression of *MyoD* and *MEF2A* in LT. Among other genes with similar expression patterns to *MyoD* and *MEF2A* (Figure 5), *ING4* and *NFKB1* could bind *TP53* or *EP300/p300* in mammal cells which are co-activation factors of *MyoD* [31], [32], [33]. *AKIRIN2* performs a multifaceted role during vertebrate myogenesis and forms part of a module of co-expressed genes involved in muscle differentiation including *MyoD*, *MYOG* and *MEF2A* [34]. *EDNRA* is directly activated by downstream targets of the *WNT/beta-catenin* pathway in Wilms tumors [35], and WNT/beta-catenin pathway could regulates the function of MyoD and myogenin in myogenesis [36]. YY1 plays an repression role in regulating skeletal muscle differentiation by interfering with MyoD [37]. These genes could function during myogenesis by interacting with MyoD (Figure 5, Figure 8).

*Myf5* could regulate myoblasts proliferation [9], [38]. Both the primary and the secondary waves of differentiation have such a proliferation phase [9], [18], so *Myf5* was highly expressed during all embryonic stages in both breeds (Figure 4). The expression of *myf5* was higher in LR than LT, which might regulate the excessive muscle development in LR than in LT. Several genes had similar expression patterns to *myf5* (Figure S12). The most important is *MEF2C*, which presented with a similar expression pattern but was activated later (Figure 4). This indicated an interaction between *MEF2C* and *Myf5* in promoting myogenesis, as a direct interaction between *MRFs* and *MEF2* families in promoting myogenesis has been established [30]. Among other genes with similar expression to *Myf5* and *MEF2C* (Figure S12), many have been proven to have a role in myogenesis. *CREB* is required for *Wnt*-regulated processes in inducing the expression of myogenic determinant genes *Pax3*, *MyoD* and *Myf5* during mammalian embryogenesis [18], [38], [39]. *TCF7L2* and the *Wnt* signaling pathway are important in patterning the vertebrate limb myogenic differentiation [40], and *Myf5* is one of *Wnt* target genes [7]. *MESDC2* is also critical in modulating *Wnt* signaling [41]. *LAMB1* has been implicated in a wide variety of biological processes including mouse myogenesis [42], and its differential expression during muscle development has been observed in another study [19]. It is likely that these genes play roles during myogenesis by interacting with *myf5* (Figure 8).

The expression of *MYOG* peaked at 49 dpc in LR and 63 dpc in LT, while was low at other stages in both breeds (Figure 4, 8), indicating that *MYOG* contributes to the differentiation of secondary fibers and its earlier differentiation in LR than LT. *MEF2D* was up-regulated at 49 dpc and maintained high expression until 90 dpn in LR, while up-regulated at 63 dpc and then maintained high expression in LT (Figure 4, 8), indicating that *MEF2D* contributes to muscle growth, and also reflecting the slower growth of muscle in LT than in LR (Figure 6).

### The molecular regulation of myogenesis, muscle growth and maturation

Temporal GO analysis of the DE genes demonstrated that the genes involved in myogenesis GO terms were up-regulated at 49 dpc of LT and 63 dpc of LR while down-regulated at 77 dpc of the two breeds (Figure 3). These results indicated that the main process of myoblasts determination and proliferation might be carried out before 77 dpc, and the increased number of muscle fibers between 77 and 91 dpc might be due to the fusion of these myogenic cells. Moreover, more myogenesis genes higher expressed at 35 and 49 or 63 dpc which indicated the main myogenesis process were occurred during 35 dpc to 77 dpc (Table S6). In addition, histological examination demonstrated that the primary fibers were observed at 35 and 49 dpc in LT and LR respectively, while the secondary fibers formed before 63 dpc in both breeds (Figure 1). These results indicated that the genes highly expressed at 35 and 49 dpc are probably related to the differentiation of primary fibers while those highly expressed at 63 dpc are related to the differentiation of secondary fibers. Similar studies have demonstrated that 35 and 63 dpc are critical stages during myogenesis [6]. And in the pathway analysis of the DE genes, the genes involved in myogenesis pathways such as calcium [29], *Wnt* [29], *p53* [28] and Insulin signaling pathway [43] also highly expressed at 35, 49 or 63 dpc (Table 2).

Several DE genes were detected during these developmental stages, but some were not observed with SAGE or Microarray; for example, genes involved in the regulation of transcription, cell migration and adhesion, extracellular structure organization, cell cycle regulation, immune activities, nervous system, circulatory system, and organ and anatomical structure (Figure 3, Table S2 and Table S6). This study identifies many of these genes as being differentially expressed between obese and lean pig breeds for the first time.

During primary fiber differentiation, besides *Myf5/MEF2C* and *MyoD/MEF2A*, other myogenesis genes including *BMP4*, *NFATC4*, *NR2F2*, *TRIM54*, *Eya1*, *CD200*, *CNN2* and *PTEN* highly expressed at 35 and 49 dpc in both breeds (Table S2 and Table S6). *BMP4* could permits the muscle population expansion by preventing premature myogenic differentiation in muscle satellite cells [44]. *NFATC4* could control the muscle fiber type specification and modulate the phenotype and performance of skeletal muscle [45]. *NR2F2* (also known as *COUPTFII*) is required in early limb bud outgrowth and critical for appropriate development of the skeletal musculature of developing limbsis [46]. Expression of *TRIM54* (also known as *MURF*) is essential for skeletal myoblast differentiation and myotube fusion [47]. *Eya1* is required for hypaxial somitic myogenesis in the mouse embryo [48]. *CD200* (also known as *MOX1* or *MOX2*) is expressed in the paraxial mesoderm and is essential for normal vertebrate muscle formation and normal regulation of myogenic genes such as *Pax3* and *Myf5* [49]. Taken together, these data suggest that genes highly expressed at 35 and 49 dpc in both breeds might regulate myogenic cells proliferation and differentiation (Figure 8). In addition, myogenesis genes including *IKBKB*, *ACVR1* and *ITGA* highly expressed at 35 dpc in LR and 49 dpc in LT (Table S2 and Table S6). *ACVR1* belongs to the transforming growth factor (TGF)-beta super-family, which inhibits muscle differentiation [50]. *IKBKB* could regulate skeletal myogenesis via a signaling switch to inhibit differentiation and promote myotube homeostasis [51]. These genes highly expressed at 35 dpc in LR and 49 dpc in LT might regulate myogenic inhibition and promote myoblast proliferation, which contribute to proponed muscle differentiation and could explain the more muscle fiber numbers in LR than LT (Figure 8). In contrast, *STMN1*, which highly expressed at 35 dpc in LT and at 49 dpc in LR and controls the proliferation of C2 myoblasts and their differentiation [52], might contribute to the earlier differentiation and fewer muscle fiber numbers in LT than LR (Figure 8 and Table S6). However, many genes involved in muscle development highly expressed at 35 or 49 dpc in both breeds including *APP*, *CDC42EP4*, *FBN2*, *GAP43*, *TNMD*, *SERPINE2* and *MTMR7* (Table S6), but their roles in myogenesis are still unclear.

Besides *MYOG*, few myogenesis genes highly expressed at 63 dpc including *IGF2*, *APOBEC2*, *FGL2*, *CDKN1A* and *SLC31A2* (Table S2 and Table S6). It has been demonstrated that *APOBEC2*-deficient mice harbor a markedly increased ratio of slow to fast fibers, indicating that *APOBEC2* might contribute to secondary muscle fiber differentiation [53]. Similarly, *CDKN1A* (p21) also regulates slow and fast muscle differentiation [54]. *IGF2* expressed at high levels in lean pig breed, which promotes primary fiber differentiation [3]. However, in this study, high expression was observed at 49 dpc in LR and 63 dpc in LT (Table S2 and Table S6), indicating that *IGF2* might promote secondary as well as primary fiber differentiation. Taken together, these results suggest that those genes highly expressed at 63 dpc might contribute to the differentiation of secondary muscle fibers (Figure 8).

Some myogenesis genes highly expressed during the whole fetal stages (Table S2 and Table S6). These genes might be important throughout myogenesis (Figure 8). In addition, *MYH3* and *DLK1* highly expressed in the fetal stages of both breeds but higher in LT than in LR (Table S2 and Table S6). This might be related to the more oxidative fiber numbers in LT than LR [2], [55], [56]. Other genes related to muscle highly expressed during the fetal stages of both breeds including *IGFBP2*, *TUBE1*, *CDH5*, *MAP1A*, *BMPR1B* and *NCOR2* (Figure 8, Table S2 and Table S6).

In histological examination results, muscle phenotype variation was apparent during the periods from 91 dpc to 28 dpn (Figure 1). Several DE genes (few were related to myogenesis) were identified during the postnatal period, particularly from 91 dpc to 28 dpn (Table S2 and Table S6). Moreover, there is a fiber type transition and muscle maturation process from birth to the age of two months [14].Therefore, we speculated that the period from birth to 28 dpn could be critical for fiber transition and maturation. The probable role of *MEF2D* in this process has been discussed above (Figure 8). Several other myogenesis genes highly expressed during these periods (Table S2 and Table S6). *FHL1* has been identified as a regulator of skeletal muscle mass [57]. *PPARGC1A* was considered as a functional candidate gene for muscle fiber type composition and meat quality in pig [58]. *ANKRD1* and *MYOZ2* were found to be related to muscular dystrophy [59], [60]. These genes might contribute to the larger diameter of muscle fibers in LR than LT (Figure 1, Figure 8). *MGP*, *ATP1A2* and *FSTL4* highly expressed at 2 dpn in LR and 28 dpn in LT while *MYH2* highly expressed at 91 dpc in LT and 2 dpn in LR (Table S2 and Table S6, Figure 8).

### Molecular regulation underlying the differences in muscle growth and types between LR and LT

Primary fibers were observed at 35 dpc in LT but at 49 dpc in LR (Figure 1), which indicated that myoblasts were determined earlier in LT than in LR. Cagnazzo and his colleague attributed a prolonged proliferation of myoblasts in LR to delayed muscle fiber differentiation that results in increased primary muscle fibers [20]. In this study, more secondary muscle fibers were found in LR (Figure 1), which probably due to the more proliferation of myoblasts in LR than LT caused by the later muscle fiber differentiation. Meanwhile, temporal GO analysis of DE genes demonstrated that more myogenesis genes were up-regulated earlier in LT than in LR, but more myogenesis genes were up-regulated in 63 dpc of LR than in LT (Figure 3). These results could demonstrate the earlier but slower muscle development in LT than in LR, and lead to the less muscle mass in LT, which was probably the reason for the more fatness in LT. Myogenesis inhibitors including *IKBKB*, *ACVR1* and *ITGA*, which highly expressed at 35 dpc in LR and 49 dpc in LT, might also contribute to later muscle differentiation and the presence of more muscle fibers in LR than in LT (Figure 8, Table S2 and Table S6). In contrast, *STMN1* controls the proliferation of cells and their differentiation [52], highly expressed at 35 dpc in LT and 49 dpc in LR, which might contribute to the earlier differentiation and fewer muscle fiber numbers in LT (Figure 8, Table S2 and Table S6). In addition, the highly expressed myogenesis inhibitors (*ID1* and *ID2*, *CABIN1*, *MSTN*, *SMAD4*, *CTNNA1*, *NOTCH2*, *GPC3* and *HMOX1*) in LT might contribute to the slower muscle development (Figure 8, Table S6).

Histological examination showed that the cross-section areas of muscle fibers in LR were larger than in LT during postnatal growth (Figure 1). Cluster analysis and correlation analysis of 20 skeletal muscle libraries demonstrated that the expression pattern differences between the two breeds were larger during the prenatal than the postnatal periods, with the exception of 35 dpc (Figure 2). This indicated that the muscle phenotypic variation between the two breeds were probably determined from 49 to 91 dpc. 

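The LR and LT libraries of the same stage correlated at r = 0.847 at 35 dpc and at 0.736, 0.777, 0.787 and 0.776 at 49, 63, 77 and 91 dpc. The mean over these last 4 stages was 0.769 (SD 0.0227) and the mean over the 5 postnatal stages was 0.708 (SD 0.124). The difference of 0.0609 was smaller than the spread between postnatal stages, and 126 assignments of the 9 values to both periods gave a 2-sided exact permutation p of 0.389. Against the stages of 2, 28 and 90 dpn, with a mean of 0.796, the 4 fetal stages were lower (difference -0.0271, exact permutation p = 0.4 over 35 assignments). On TPM without logs this difference was -0.0887 (exact permutation p = 0.0286, the smallest that 35 assignments allow), and with Spearman's rho it was 0.0127 (exact permutation p = 0.743). The alternative that moved the difference between the periods most was the restriction to the 22209 tags with a mean of at least 5 TPM, chosen after the data had been seen, with a fetal mean of 0.578, a postnatal mean of 0.612 and a difference of -0.0335. With this restriction, the difference of the fetal stages from 2, 28 and 90 dpn was -0.172 (exact permutation p = 0.0286). On TPM without logs the difference between the periods was -0.0194. In the LR libraries of 49 to 91 dpc tags with a further CATG took a smaller share (2.62% to 2.87%) than in the LT libraries of these stages (3.45% to 3.80%), and the order was the opposite at 35 dpc (3.40% in LR and 3.19% in LT). From the clustering and the correlations of Fig. 2, the paper concludes that the expression patterns of the breeds differed more before than after birth, except at 35 dpc, and from this it proposes that the muscle variation between the breeds was determined from 49 to 91 dpc.

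**Figure D3:**
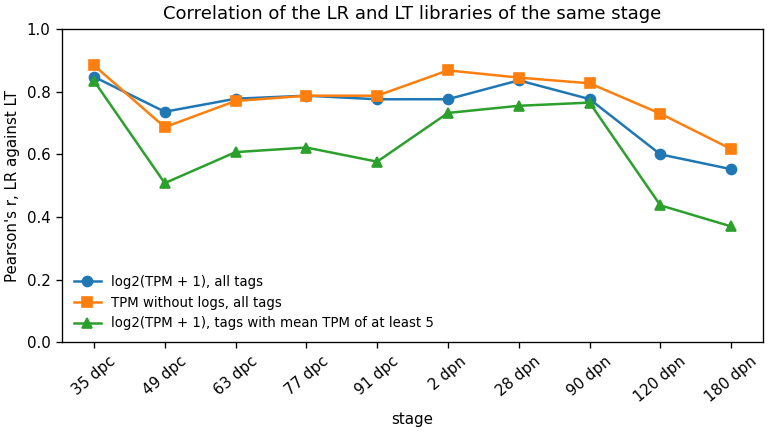
Pearson's r across tags between the LR and LT libraries of the same stage, at the 10 stages, with log2(TPM + 1) of all tags (circles), TPM without logs (squares) and log2(TPM + 1) of tags with a mean of at least 5 TPM (triangles). Each point is 1 pair of libraries. With log2(TPM + 1) of all tags the values from 49 to 91 dpc lie between 0.736 and 0.787, and the lowest value, 0.552, is at 180 dpn.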

The expression patterns of myogenesis genes were similar at 35 dpc but varied during 49 and 63 dpc between the two breeds (Table S6), indicating that the periods from 49 to 63 dpc (secondary muscle fiber differentiation) were critical for muscle phenotype variation. The differential expression of *MRF* and *MEF2* families between the two breeds at 49 and 63 dpc might play a role in determining the postnatal muscle phenotype variation. In addition, the highly expressed myogenesis inhibitors (above description) in LT and activators (*BCL2L15*, *IGFBP6*, *CACNA2D1*, *SHISA5*, *TCF7L2*, *TPM2*, *TPM3*, *TPRKB*, *FLNB*, *MAP4*, *COL6A1* and *MEN1*) in LR, (Table S2 and Table S6), might promote the larger muscle cross-section area and more muscle fiber numbers in LR than LT (Figure 8). Among the myogenesis activators highly expressed in LT, most had similar expression patterns to *MyoD* and *MEF2A* (Table S6 and Figure 5); these may confer to the more intramuscular fat content in LT.

Among other muscle genes differential expressed between the two breeds in prenatal, *DLK1* is an imprinted gene regulating skeletal muscle plasticity. Conditional gene knockout and over-expression analyses suggested *DLK1* could inhibit the muscle cell proliferation and enhance muscle differentiation by up regulating the expression of *MyoD* [61]. However, in the present study, *DLK1* were higher expressed in prenatal LT than in LR, and up regulated with the muscle development in prenatal (Figure 5B). This contradiction indicates a potential new role of *DLK1* in the regulating muscle development. *SPARC*, predominantly secreted by mesenchymal parietal endoderm, specifically promotes early myocardial cell differentiation in embryoid bodies by enhancing the expression of *bmp2* and *nkx2.5* in embryoid bodies and fetal cardiomyocytes [62]. However, in the present study, *SPARC* were only highly expressed in prenatal LT (Figure 5B).

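At 2, 28 and 90 dpn the LR and LT libraries correlated at r = 0.776, 0.836 and 0.776, and at 120 and 180 dpn at 0.600 and 0.552. The mean of the 2 later stages, 0.576, was below that of the 3 earlier stages (difference -0.220). The exact permutation p was 0.1, the smallest that 2 stages against 3 allow. The later stages were lower under each measure of similarity that was tried, with differences from -0.347 to -0.146. All these measures rest on the same LR libraries of 120 and 180 dpn. Tags with a further CATG took 0.116% and 0.224% of these libraries, against 2.14% to 3.80% of the others. The lower r at these stages therefore cannot be told apart from a difference in library preparation. Within LT, the library of 90 dpn correlated with those of 120 and 180 dpn at r = 0.826 and 0.808, and within LR at 0.641 and 0.613. The LR libraries of 2 to 90 dpn correlated with the 5 postnatal LT libraries at a mean r of 0.788, and the LR libraries of 120 and 180 dpn at 0.582.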

In postnatal development, cluster and correlation analyses indicated that the gene expression patterns between breeds were similar in the early postnatal period but different after 90 dpn. Histological examination also demonstrated the muscle grew more slowly in LT than LR after 90 dpn (Figure 1–2). This might be caused by the more rapid fat deposition rate in LT than in LR. Most genes differentially expressed during these periods were related to muscle structure or metabolism. However, it is interesting that *ATF4*, *MYL1* and *TNNI2* showed a different expression pattern in the two breeds, which highly expressed in 2 dpn, 28 dpn and 90 dpn of LR but 90 dpn, 120 dpn and 180 dpn of LT (Figure 5E). *ATF4* could directly interact with helix-loop-helix domain of *bHLH* proteins (*MRFs* and *MEF2* family) to form heterodimers, and inhibit the actions of *bHLH* dimers on myogenic precursor cells [63]. And *MYL1* may play a role in myogenesis through the negative effect on the myoblast proliferation [64]. *TNNI2* is a muscle-specific myofibrillar proteins involved in calcium-sensitive regulation of contraction in skeletal muscle [65]. These results suggested their probably roles in inhibiting myogenesis and promoting muscle growth by negative interacting with myogenesis activators (such as *MRFs* and *MEF2* family). And these genes could contribute to the later and slower muscle growth in LT than in LR.

### The molecular regulation of intramuscular fat development

The *FABP3*, *C/EBP* and *PPAR* families are crucial for fat differentiation [66], [67]. We found that *CEBPD* and *CEBPG* highly expressed at 2 dpn of both breeds and *FABP3* highly expressed at 2 and 28 dpn, while *PPARA* and *PPARG* expressed at very low levels in skeletal muscle (Figure 4). This suggests that *FABP3*, *CEBPD* and *CEBPG* might be critical for intramuscular fat development while *PPARA* and *PPARG* contribute to subcutaneous fat development. The association between *FABP* genes and the intramuscular fat content has been extensively investigated by Gerbens [68], [69], [70]. In addition, *UCP3*, *HSPB1* and *ANGPTL4* highly expressed at 2 dpn in both breeds but higher expression was observed in LT (Table S6), indicating their association with intramuscular fat depots [71], [72]. The fatty acid metabolism genes were also up regulated from 2 dpn to 120 dpn of LT but not in LR (Table 2). These genes might contribute to intramuscular fat development by interacting with other muscle metabolism-related genes (*ACADL*, *ACADM*, *FOS*, *CASQ1*, *ABRA*, *AK1*, *ENO3* and *PLN*) (Table S6), and resulting in the more fatness of LT than LR.

### Identification of gene interaction networks during muscle development

Muscle development is a complicated biological process, switched and regulated by numerous interacting genes and series of signal transduction pathways. To investigate the key muscle development genes and their interactions, regulatory signal-flow network maps were constructed. Many potential interactions between genes related to muscle development were involved in the signal-flow networks (Figure 7, Table S7). These separate potential interactions were integrated into the regulatory network of muscle development on the basis of comparative transcriptome analysis. New potential interactions among DE genes in muscle development including *GSK3B*, *SMAD4*, *SMAD3*, *PPP1CB*, *ITGβ family*, *ACTN family*, *CDKN1A*, *ACADM*, *HRAS*, *NRAS*, *ACVR2A* and *ACVR2B* were identified (Figure 7, Table S7).

Among these potential interactions, it is very interesting that *GSK3β* had a more important role in the signal-flow network in LR than in LT. *GS3Kβ* is essential for specifying adipose of mesenchymal progenitor cells by regulating the balance between *β-catenin/Wnt* and *PPARγ* [73]. In the present study, the regulatory differences in *GSK3β* between the two breeds might contribute to the distinct early myogenesis process. Taken together, these data suggest that *GSK3β* might be more important in inhibiting primary fiber differentiation in LR and more important in inhibiting secondary fiber differentiation in LT, which might contribute to the earlier but slower differentiation of muscle fibers in LT than LR. Another myogenesis inhibitor, *SMAD4*, had a more important role in the signal-flow network of LT than LR. *SMAD4* could regulate the population expansion of myoblasts by preventing premature myogenic differentiation [44], and had a similar expression pattern with *MyoD* in the present study. The regulatory differences in *SMAD4* between the two breeds might also contribute to the distinct myogenesis process between the two breeds. Moreover, some new potential interactions between *SMAD4* and other myogenesis genes were identified in LT. Overall, a comprehensive transcriptional profile for myogenic differentiation has been constructed, which provides direction for studies concerning the molecular mechanism underlying muscle development.

In conclusion, we comprehensively studied the muscle developmental process from embryo to adult. We first exactly defined the various stages of muscle development, and identified a number of differentially expressed muscle development genes including new members during developmental stages and between breeds. The muscle differentiation processes during 49 dpc to 77 dpc were critical for formation of different muscle phenotypes. We also explained why muscle development began earlier and progressed more slowly in LT than in LR. And the earlier myogenesis and slower muscle development in LT than the LR might lead to the less muscle mass in LT, which might result in more fatness in LT. Most important, we further proposed a novel model in which *MyoD* and *MEF2A* controlled the balance between myogenesis and intramuscular adipogenesis by regulating the *CEBP* family; *Myf5* and *MEF2C* were essential during the whole myogenesis process while *MEF2D* affected muscle growth and maturation. These novel models were very different with previous study, and provided more exact regulation pattern of *MRFs* and *MEF2* family in myogenesis. Overall, this study contributed to research aimed at elucidating the mechanism underlying muscle development, and demonstrated its differences between the two breeds differing in muscle growth rate and fatness, which could provide valuable information for pig meat quality improvement.

## Materials and Methods

### Ethics Statement

All animal procedures were performed according to guidelines developed by the China Council on Animal Care and protocols were approved by the Animal Care and Use Committee of Guangdong Province, China. The approval ID or permit numbers are *SCXK (Guangdong) 2004-0011* and *SYXK (Guangdong) 2007-0081*.

### Preparation of experimental animals and tissues

Fifteen Lantang (LT) and 15 Landrace (LR) purebred sows with the same genetic background were artificially inseminated with semen from the same purebred boars. For each breed in prenatal ages, 2 sows per time point were slaughtered at dpc 35 (LT1, LR1), 49 (LT2, LR2), 63 (LT3, LR3), 77 (LT4, LR4) and 91 (LT5, LR5) after insemination, and embryos/fetuses were collected. The longissimus dorsi muscle tissues were dissected from all the embryos/fetuses. The longissimus dorsi muscle tissues from 3 male embryos/fetuses per time point were used as the experimental samples. For each breed in postnatal ages, 3 boars per time point were slaughtered at dpn 2 (LT6, LR6), 28 (LT7, LR7), 90 (LT8, LR8), 120 (LT9, LR9) and 180 (LT10, LR10) and longissimus dorsi muscle tissues from the same area were collected. All boars were castrated after two weeks. These samples were snap-frozen in liquid nitrogen and stored until further use or fixed in 10% neutralized buffered formalin for histological processing.

### Histology and histochemistry of muscle fibers

Muscle tissue samples were processed routinely for paraffin embedding and sections were cut and stained with hematoxylin and eosin, as described previously [74]. Micrographs were taken with an Axio Imager Z1 (ZEISS). Each area was photographed at a magnification of ×400.

### RNA extraction, library construction and Solexa sequencing

The RNA library was constructed and deep sequencing preformed by the Beijing Genomics Institute (BGI, commercial service). Total RNA was extracted from frozen muscle tissues using TRIzol reagent (Invitrogen) according to the manufacturer's protocols. RNA integrity and concentration were evaluated using an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA). For each time point, equal quantities of RNA isolated from three individual muscle tissues were pooled. Sequence tags were prepared using Illumina's Digital Gene Expression Tag Profiling Kit according to the manufacturer's protocols.

### Analysis of sequencing data

The raw data have been submitted to Gene Expression Omnibus (GEO) under series GSE25406. Clean tags were obtained by filtering raw data to remove adaptor tags, low quality tags and tags of copy number = 1. The clean tags were classified according their copy number in the library and the proportion of each category in relation to total clean tags was determined. Similar analyses were carried out for clean distinct tags. The saturation analysis of the sequencing library was completed by BGI.

### Tag mapping

All possible CATG+17-nt tag sequences (The “CATC site” is a digestion site of NlaIII enzyme. Due to most of the mRNA sequences (99%) have the NlaIII digestion site; therefore the NlaIII digestion site was used to produce the sequencing tags of Solexa which length is 21 bp (CATG+17 tags)) were created from the sus scrofa RefSeq and UniGene (NCBI36.1, 20090827) databases and used as reference sequences to align and identify the sequencing tags. All clean tags were aligned to the reference database, and then unambiguous tags were annotated. One mismatch in each alignment was allowed to tolerate polymorphisms across samples. Mismatch could be caused by a sequencing error, but the frequency is very low (1 or 2 per million).

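The rate of one-base differences was estimated from the tags themselves. In each library the counts of tags that differed by 1 base, after the CATG, from one of the 60 most abundant tags were added up. An abundant tag was left out if such a neighbour had a higher count. A neighbour was counted only if its count was a small fraction of that of the abundant tag. The neighbours came to between 2.64% (LT at 35 dpc) and 5.72% (LT at 63 dpc) of the counts of the abundant tags. The median was 3.16%, or 1858 per 1000000 counts and base (1556 to 3364). Such neighbours can hold variants and related transcripts of low count as well as tags with a sequencing or PCR error. Neighbours of higher count were left out, and tags with an error seen once were removed by the authors. The rate is therefore not a pure error rate.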

### Cluster analysis and correlation analysis of 20 skeletal muscle libraries

Cluster 3.0 and TreeView software were used to analysis the systematic cluster of 20 libraries. And correlation analyses of 20 libraries were done by Pearson's correlation coefficient (SPSS software). The classes were defined by the similarity of these samples based on their genes expression level, which calculated by software such as Cluster 3.0 and SPSS. The “myogenesis genes” were defined by bioinformatics analysis. On the one hand, we extracted all muscle developmental genes from the entire muscle development related article (151959). On the other hand, the “myogenesis genes” were also selected based on the GO terms results of the sequencing data.

### Differential expression

To compare the differential expression of genes across samples, the number of raw clean tags in each sample was normalized to Tags per Million (TPM) to obtain normalized gene expression levels. Differential expression of genes or tags across samples was detected according to previously described methods [75]. Genes were deemed significantly differentially expressed with a P-value<0.005, a false discovery rate (FDR) <0.01 and an estimated absolute log_2_-fold change >0.5 in sequence counts across libraries.

### Real-time quantitative PCR

To validate the sequencing results, nine genes with differential expression were selected and analyzed using real-time PCR and the Lightcycler480 (Roche) with SYBR-Green detection (SYBR PrimeScript RT-PCR Kit, TaKaRa Biotechnology Co., Ltd.), according to the manufacturer's instructions. The samples used for real-time PCR assays were the same as those for DGE experiments. Real-time PCR was carried out on each cDNA and analyzed in triplicate, after which the average threshold cycle was calculated. The relative expression levels were calculated by the 2^−ΔΔCt^ method. Internal control genes such as GAPDH were also regulated during development. Therefore, we selected two genes that were relatively stable in two pig breeds as the reference genes (AK239456.1 and AK231315.1, coefficient of variation is 0.21). It is necessary to note that the real-time PCR experiments were only used to verify the sequencing data and no new data were produced.

### STC analysis

STC (Series Test of Cluster) is implemented entirely in java [76], [77]. The clustering algorithm first selects a set of distinct and representative temporal expression profiles. These model profiles are selected independently of the data. The clustering algorithm then assigns each gene passing the filtering criteria to the model profile that most closely matches the gene's expression profile as determined by the correlation coefficient. Since the model profiles were selected independently of the data, the algorithm can then determine which profiles have statistically significantly more genes assigned using a permutation test. This test determines an assignment of genes to model profiles using a large number of permutations of the time points. It uses standard hypothesis testing to determine which model profiles have significantly more genes assigned under the true ordering of time points compared to the average number assigned to the model profile in the permutation runs. Significant model profiles can either be analyzed independently or grouped together on the basis of similarities to form clusters of significant profiles. The numbers in every profile represents their expression patterns. The positive numbers represent up regulation and negative numbers represent up regulation. The size of the numbers represents the degree of change.

### GO analysis

GO, the key functional classification of NCBI, was applied to analyze the main functions of the differentially expressed genes. Fisher's exact test and a χ^2^ test were used to classify the GO category, and the false discovery rate (FDR) was calculated to correct the P-value; the smaller the FDR, the smaller the error in judging the p-value. We computed P-values for the GOs of all the differential genes. Enrichment provides a measure of the significance of the function: as the enrichment increases, the corresponding function is more specific, which helps to find those GOs with more concrete functional descriptions in the experiment [78].

### Pathway analysis

Pathway analysis was used to identify the significant pathways of the differential genes according to KEGG, Biocarta and Reatome. Fisher's exact test and a χ^2^ test were used to select each significant pathway, and the threshold of significance was defined by the P-value and FDR. The enrichment Re was calculated using the equation above [79].

### Signal-flow

External stimuli affect cellular behavior, as reflected in the protein interaction and gene expression kinetics. We inferred a dynamic gene regulatory network, which was calculated according to fold expressions and gene interaction in pathways. The relationships between the gene expression data were inferred using a continuous time recurrent neural network (CTRNN) as an abstract dynamic model for the gene regulatory network mediating the cellular decision to migrate upon an external stimulus. The model describes the mutual influences of genes and their stimulus response as dynamic elements, regardless of how such an interaction or stimulation is realized in concrete biological terms.

## Supporting Information

Figure S1 **Distribution of total clean tags and distinct clean tags.** The distribution of these tags indicated the heterogeneity and redundancy of mRNA. (A) Total clean tag distribution of 20 samples. (B) Distinct clean tag distribution of 20 samples.
(TIF) Click here for additional data file.

Figure S2 **Distribution of tags and gene expression.** (A) Distribution of tags. Most tags were expressed at very low levels. (B) Saturation of DGE libraries. Saturation analysis of the capacity of libraries demonstrated that newly emerging distinct tags became gradually fewer as the total sequence tags increased in number when that number was large enough. (C) Effect of library size on the number of genes identified. The rate of increase of all genes identified and genes identified by unambiguous tags declined drastically as the size of the library increased. When the library size reached one million, library capacity approached saturation. (D) Distribution of gene expression. Most genes were expressed at very low levels. (E–F) The positions of tags. Ideally the tag is the 3′-most one, but for alternative splicing or incomplete enzyme digestion, the tag may be the 2nd or 3rd from the 3′-most one.
(TIF) Click here for additional data file.

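The median TPM of the distinct tags found in a library had a median of 0.947 over the 20 libraries (0.752 to 1.85). On average 50.1% of the distinct tags of a library were below 1 TPM (SD 10.9) and 92.3% below 10 TPM (SD 1.67). A mean of 88.8 tags per library exceeded 1000 TPM, with the fewest in LR at 35 dpc (46) and the most in LR at 90 dpn and LT at 120 dpn (116 each).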

Figure S3 **Mapping of total clean tags and distinct clean tags.** (A) Total clean tag mapping of 20 samples. (B) Distinct clean tag mapping of 20 samples.
(TIF) Click here for additional data file.

Figure S4 **GO pathways of DE genes up regulated in Landrace.** The DE genes were functionally classified according to GO biological processes. A P-value of <0.05 in the two-side Fisher's exact test was selected as the significance criterion. These DE genes were sorted by the enrichment of GO categories. The vertical axis is the GO category and the horizontal axis is the enrichment of GO.
(TIF) Click here for additional data file.

Figure S5 **GO pathways of DE genes down regulated in Landrace.**
(TIF) Click here for additional data file.

Figure S6 **GO pathways of DE genes up regulated in Lantang.**
(TIF) Click here for additional data file.

Figure S7 **GO pathways of DE genes down regulated in Lantang.**
(TIF) Click here for additional data file.

Figure S8 **Signaling pathways of DE genes in Landrace.** Pathway analysis was predominantly based on the KEGG database. A P-value of <0.05 and an FDR of <0.05 in the two-side Fisher's exact test were selected as the significance criteria. The vertical axis is the pathway category and the horizontal axis is the log_10_ (p Value) of these significant pathways.
(TIF) Click here for additional data file.

Figure S9 **Signaling pathways of DE genes in Lantang.**
(TIF) Click here for additional data file.

Figure S10 **GO and Signaling pathways of DE genes between the two breeds.**
(TIF) Click here for additional data file.

Figure S11 **STC (Series Test of Cluster) analysis of DE genes.**
(TIF) Click here for additional data file.

Figure S12 **Genes similarly expressed to Myf5 and MyoD.** (A) Genes with similar expression to Myf5. (B) Genes with similar expression to MyoD.
(TIF) Click here for additional data file.

Table S1 **Major characteristics of 20 DGE libraries.**
(XLS) Click here for additional data file.

Table S2 **Summary of differentially expressed (DE) genes identified.**
(XLS) Click here for additional data file.

Table S3 **STC (Series Test of Cluster) analysis of DE genes.**
(XLS) Click here for additional data file.

Table S4 **The muscle developmental STC-GO of Landrace.**
(XLS) Click here for additional data file.

Table S5 **The muscle developmental STC-GO of Lantang.**
(XLS) Click here for additional data file.

Table S6 **Distribution analysis of muscle developmental genes.**
(XLS) Click here for additional data file.

Table S7 **Signal-flow analysis of muscle developmental genes.**
(XLS) Click here for additional data file.

Table S8 **GO pathways of DE genes.**
(XLS) Click here for additional data file.

Table S9 **Signaling pathways of DE genes.**
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

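Longissimus muscle of Landrace (LR) and Lantang (LT) pigs was profiled by digital gene expression (DGE) tag sequencing at 10 stages, 35, 49, 63, 77 and 91 dpc and 2, 28, 90, 120 and 180 dpn. RNA of 3 animals was pooled for each breed and stage, and each of the 20 pools gave 1 library, without replicates. The authors digested the cDNA with NlaIII, sequenced CATG and the following 17 bases, and removed adaptor tags, empty reads, low-quality tags and tags seen once. For each library the authors deposited the count of each distinct clean tag, which had not been normalized. Beside it the authors gave the same count as TPM, copies per 1000000 clean tags of the library, rounded to 2 decimals. Each listed TPM equalled its count over the library total within rounding, and all 60 values of Table S1 that were compared, 3 per library, equalled those counted in the files.

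Tags were not matched to genes, because reference transcript sequences were not used here. All results are therefore for tags, and results for named genes, GO categories, pathways, STC profiles, the mapping of tags and real-time PCR are not analysed here. The tests kept the form that had been planned for genes. Library totals ran from 2157111 to 5322022 clean tags. At these depths 3 counts, the smallest amount taken as detectable, corresponded to 0.564 to 1.39 TPM. Shares of a single library carry 95% Wilson intervals, which cover counting error only.

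Libraries were labelled by breed and stage from their own titles. Rarefaction of each library used the hypergeometric mean number of distinct tags. Correlations used Pearson's r of log2(TPM + 1) over 801159 tags, and clustering used average linkage on 1 - r. Same-stage correlations of groups of stages were compared with 2-sided exact permutation tests. Adjacent stages within a breed were compared with a 2-sided exact binomial test per tag at p below 0.009, FDR below 0.02 and an absolute log2 ratio above 0.5, with 0.01 TPM in place of 0. These tests compare 2 libraries and not 2 stages, and no replicate check exists for them.

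The breeds were compared over the prenatal, the postnatal and all stages with edgeR's quasi-likelihood test, with stage as a block, TMM normalization, edgeR's low-count filter and Benjamini-Hochberg adjustment, and called tags had an adjusted p below 0.05. Tags named individually were those with the largest absolute log2 fold change in each direction among called tags that differed in the same direction in every stage pair. Of the 5 such tags per direction, the first 2 of the prenatal comparison are given by sequence. A term for the interaction of breed and period tested whether the breed effect differed between the periods. Breed labels were swapped within stages in 16 ways for the prenatal and for the postnatal libraries, in 22 of 512 possible ways for all stages and in 12 for the interaction.

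The tests were tested on simulated data before use. In simulated data of 5 libraries against 5 with 200 changed tags, 43387 tags passed the low-count filter, 154 of the changed tags among them. Of the 200, edgeR recovered 102 with 104 calls, 26 of 100 at a 4-fold change and 76 of 100 at a 16-fold change. DESeq2 recovered 116 with 129 calls. The exact binomial test recovered 137 of 200 tags changed 3-fold among 219935 simulated tags and called 0 unchanged tags. These simulated counts held counting error only, and the changed tags were drawn from the more abundant ones. This simulation therefore does not measure false calls between real pools.

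Alternatives were the thresholds of the paper's methods (p below 0.005 and FDR below 0.01), tests on TPM rounded to whole numbers, TMM scaling, a minimum of 10 tags, edgeR's exact test with an assumed biological coefficient of variation of 0.4, DESeq2, scaling by total clean tags, no stage block, no low-count filter, counts pooled by breed, each stage pair left out in turn, other scales and measures of correlation, merging of tags 1 base apart, the share of tags with a further CATG as a covariate, and omission of 120 and 180 dpn. The versions used were R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.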

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

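For the libraries LR at 2 dpn and LR at 35 dpc and for LT at 63 dpc, a value was far from those of the other 4 libraries of the same breed and period. Of 48 groups of 5 libraries examined with Dixon's test, 6 held such a value, and chance gives 2.4 (1 in 20). The stages of a breed are not replicates, so a single value far from the others can follow from the stage itself. The comparison of tags with a second CATG was chosen after its result had been seen.

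LR at 2 dpn had 203377 distinct clean tags, and the nearest other postnatal LR library had 99444. Of its distinct tags, 70.3% had fewer than 5 copies, against 58.8% in the nearest library. Sequencing errors could add distinct low-copy tags, and these would lie 1 base from abundant tags. In LR at 2 dpn, 2.04% of the tags with at most 5 copies lay 1 base from a tag with at least 1000 copies. This share falls as low-copy tags become more numerous, and it leaves out errors in less abundant tags. Tags 1 base from one of the most abundant tags, those used for the rate of one-base differences, came to 3.01% of the counts of these tags in this library. The median over the 20 libraries was 3.16%, so this rate was not raised. Errors in less abundant tags were not measured, so sequencing errors were not ruled out as a source of the distinct tags. One-copy tags listed in Table S1 made up 17.1% of the tags of this library, the highest share of the 20. Depth does not account for the number, since LR at 120 dpn, with 3430462 clean tags against 3116426 in LR at 2 dpn, had 73522 distinct tags. The pattern did not go with the stage, since LT at 2 dpn had 54.1% of its distinct tags below 5 copies, the lowest of the postnatal LT libraries, while LT at 90 dpn had 68.5%, with 187623 distinct tags. Reads from other cells or another organism were not tested.

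LR at 35 dpc had 52.3% of its clean tags on tags with more than 100 copies, with 63.4% in the nearest of the other prenatal LR libraries, and a mean r with these libraries of 0.775, with 0.860 for the nearest. LT at 35 dpc also had the lowest mean r of its group (0.800, nearest 0.833), at less than the critical ratio. The earlier stage is the biological explanation that the design gives. A technical one is the completeness of the NlaIII digestion, since LR from 49 to 91 dpc had fewer tags with a second CATG than LT while LR at 35 dpc did not. At 49 to 91 dpc the median log2 ratio of LR to LT of 1742 tags with a second CATG was -0.55, against -0.21 for random lists of tags with the same mean TPM. At 35 dpc it was 0.10, against 0.03. In pairs of a tag with a second CATG and the tag that starts at this CATG, the mean share of the upstream tag did not set LR at 35 dpc apart (42.1%, nearest other prenatal LR library 41.5%, below the critical ratio). The mean same-stage r from 49 to 91 dpc was 0.769 with all tags and 0.770 without the tags that hold a second CATG. These measures differ, so an effect of the library preparation on the position of LR at 35 dpc was not settled.

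In LT at 63 dpc, tags 1 base from an abundant tag came to 5.72% of the counts of the abundant tags, with 3.27% in the nearest library of the group. At the last base they came to 33.0 per 10000 counts, with 20.5 in the nearest. The rate was the highest of the 20 libraries at 11 of the 17 positions after the CATG, and Table S1 lists 14.1% of its tags as one-copy tags. No explanation was tested for this library, and no biological explanation was tested.

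Tags with a second CATG inside their 17 bases, which a complete digestion would have divided, are not discussed in the paper. The libraries held 31526 distinct tags of this kind. They made up 2.14% to 3.80% of the clean tags in 18 libraries and at most 0.224% in LR at 120 and 180 dpn. The weighing of this pattern against biological explanations is given with the observations on these libraries.

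Pairs of tags that differ by 1 base and that are nearly fixed for opposite tags in the breeds, which the paper does not report, were found in the prenatal libraries. The criterion was at least 50 copies in each breed and at least 90% of the pair's copies on one tag in LR and on the other in LT, and 241 pairs met it. In the 10 postnatal libraries, which had no part in choosing the pairs, the tag of the library's own breed carried between 84.1% and 99.8% of the copies, with the lowest share in LR at 2 dpn. Pairs chosen in the postnatal libraries numbered 113, and in the prenatal libraries the own-breed tag carried 85.1% to 99.7%. No library carried more copies of the other breed's tags, so an exchange of breeds between libraries is not a candidate explanation for the breed differences, the lowest share being 84.1%. The pairs may hold variants between the breeds, and whether a pair lies at 1 site of 1 transcript was not tested, because no genome was used here.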

How the results depend on the processing

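The designs of the tests, the rule for naming tags and the alternatives were chosen before the data were examined, except for 6 alternatives chosen after the data had been seen: merging tags 1 base apart, the share of tags with a second CATG as a covariate, omission of 120 and 180 dpn, the Audic-Claverie test on rounded TPM, the restriction to tags with a mean of at least 5 TPM, and the addition of the one-copy tags of Table S1 to the rarefaction. For each change below the cause was not tested, unless a value is given for it.

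The number of tags called between the breeds before birth, 2979, was 902 at an FDR below 0.02 and an absolute log2 fold change above 0.5, 5941 without the stage block, 12235 with DESeq2, 10044 without the low-count filter and 75108 with pooled counts. With 1 stage pair left out it ran from 750 to 25109, the highest without 35 dpc, where 2971 of the 2979 tags were called as well. It was 1364 with merged tags and 2 with the covariate. The covariate differed between the breeds at 49 to 91 dpc in every stage, so it also removes what the breeds differ in at these stages. The total with scaling by total clean tags, 3060, stayed within a factor of 1.5. The LT share of 57.0% was 50.1% with the stricter thresholds, 51.5% without the block, 59.1% with DESeq2, 62.8% with scaling by total clean tags, 60.7% without the filter and 65.2% with pooled counts. It ran from 49.9% to 55.0% with 1 stage pair left out, the lowest, without 49 dpc, being on the other side of 50%.

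The 4 prenatal tags given by sequence kept their direction under all alternatives run for them. In 45 combinations of tag and alternative they also kept an adjusted p below 0.05, and in 6 they lost it. CATGCTTACTAAAATAAAAAC did not pass the low-count filter without the pair of 49 dpc and has no value there. Merged tags left the LR tags CATGAAGAAAATAGAAGACAA and CATGCTTACTAAAATAAAAAC with log2 ratios of LT to LR of -1.49 and -1.15, since neighbours found in LT were added to them, and the covariate left all 4 tags with an adjusted p of 0.0639 to 0.0843. The adjusted p values over all settings ran up to 0.0639 for the first and 0.116 for the second of these. Of the tags ranked next by the same rule, the 3 LR tags kept an adjusted p of 0.0128 with merged tags, and the 3 LT tags lost the difference, with log2 ratios of LT to LR of 0.80, -0.29 and 0.48 (adjusted p = 0.0830, 0.427 and 0.436 from edgeR). The tag at -0.29, CATGATAGAGGCAATGCATTA, changed direction.

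After birth the 0 tags of the stage-blocked test, with 950 at an unadjusted p below 0.05, remained 0 in all 5 fits that left out a stage pair and with scaling by total clean tags, merged tags and the stricter thresholds. They were 326 without the block, 626 with DESeq2, 877 without the filter, 31817 with pooled counts, 15 with the covariate and 441 without 120 and 180 dpn. The dispersion among the postnatal libraries fell from 0.803 to 0.286 when these stages were omitted. The edgeR model recovered changed tags in simulated data of the same size at a dispersion of 0.25, and was not tested at 0.803.

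Over all stages the 428 tags were 749 without the block, 7201 with DESeq2, 5242 without the filter, 78278 with pooled counts, 188 with merged tags and 676 without 120 and 180 dpn. With the covariate 466 tags were called, of which 379 were among the 428, with an LT share of 50.0%. The numbers ran from 339 to 512 with 1 stage pair left out. The LT share was 54.0%, with a 95% Wilson interval of 49.2 to 58.6 that takes tags as independent. This share was 46.3% without the block and 47.2% without 120 and 180 dpn, on the other side of 50%. It was 81.0% with DESeq2, 59.5% without the filter and 61.6% with pooled counts. The interaction of breed and period gave 0 tags, with 3873 at an unadjusted p below 0.05, and 2 without the block, 95 with DESeq2 and 10 without the filter.

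The totals of DE tags between adjacent stages, 101570 in LR and 103637 in LT, were 44552 and 36794 with the one-sided binomial test on rounded TPM, 41031 and 33223 with the Audic-Claverie test, and 6101 and 2226 with the assumed coefficient of variation. The other alternatives stayed within a factor of 1.5. The ratio of the 3 early comparisons to the others was above 1 in both breeds under all 8 settings, except for 0.876 in LR with the assumed coefficient of variation, which gave 8.78 in LT.

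For single comparisons, given from 49 against 35 dpc to 180 against 120 dpn, 55 of 126 values moved by more than a factor of 1.5. With the one-sided test on rounded TPM the LR numbers were 11379, 2190, 996, 2028, 8326 and 4816 up to 28 dpn and 8909 and 2793 at 120 and 180 dpn, and the LT numbers 5643, 4051, 1867, 1188, 8121, 6116, 5258, 2961 and 1589. With the Audic-Claverie test they were 10633, 1946, 880, 1722, 7655, 4444, 2845, 8432 and 2474 in LR and 5090, 3476, 1662, 1026, 7578, 5630, 4746, 2646 and 1369 in LT. With the assumed coefficient of variation they were 1216, 79, 80, 60, 507, 136, 51, 3860 and 112 in LR and 478, 53, 24, 56, 939, 396, 228, 27 and 25 in LT. With a minimum of 10 tags, LT at 91 against 77 dpc gave 5702 and LT at 120 against 90 dpn 10280. Scaling changed directions more than numbers. With TMM scaling the share of tags higher at the later stage changed from 33.9% to 50.3% for LR at 49 dpc, from 44.2% to 32.4% for LR at 77 dpc, from 67.1% to 77.5% for LR at 91 dpc and from 30.8% to 44.3% for LR at 28 dpn. In LT it changed from 33.8% to 52.4% at 49 dpc, from 65.9% to 51.7% at 63 dpc, from 29.7% to 54.9% at 77 dpc, from 28.5% to 47.2% at 2 dpn, from 30.0% to 48.8% at 28 dpn, from 54.3% to 44.2% at 90 dpn and from 68.7% to 46.6% at 180 dpn.

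The same-stage correlation of 49 to 91 dpc exceeded that of the postnatal stages by 0.0609, by 0.0494 with log2(TPM + 10), by 0.0710 with Spearman's rho and by 0.0524 with merged tags. It was lower with TPM without logs (-0.0194, exact permutation p = 0.730), with tags of at least 5 TPM (-0.0335, exact permutation p = 0.754) and without 120 and 180 dpn (-0.0271, exact permutation p = 0.4). With all 5 postnatal stages the exact permutation p was at least 0.214 under each of these measures. Without 120 and 180 dpn the difference also depended on the measure: it was -0.0887 with TPM without logs and -0.172 with tags of at least 5 TPM (exact permutation p = 0.0286 for both, the smallest that 35 assignments allow), -0.0498 with log2(TPM + 10) (exact permutation p = 0.0571), -0.0351 with merged tags (exact permutation p = 0.143) and 0.0127 with Spearman's rho (exact permutation p = 0.743). These p values are not adjusted for the number of measures. The lower correlation at 120 and 180 dpn had the same sign under all the measures, which all used the same LR libraries of these stages. The distinct tags added per 100000 tags at 2500000 tags, 1232 for clean tags, were 7878 with the one-copy tags.

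Depth limits what can be said about tags with few copies. A tag has to reach 0.564 to 1.39 TPM to be counted 3 times, and 50.1% of the distinct tags in a library were below 1 TPM on average. Alternatives that need genes were not run: exact matches only, the most abundant tag of each gene, the gene list of Table S6, and the alternatives for gene sets, named genes and mapping shares.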

Differences from the paper's values

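The paper gives a frequency of sequencing errors of up to 2 per 1000000, as the paper's value. Tags 1 base from an abundant tag came to a median of 1858 per 1000000 counts and base over the 20 libraries (1556 to 3364). No alternative was set before the data were examined for this value. The 2 numbers are not measured alike, since neighbours of higher count were left out and the others can also hold variants and related transcripts.

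The paper states that tags with fewer than 5 copies made up more than 60% of the distinct clean tags. The share in the files was 57.6%, and 63.4% with tags of exactly 5 copies included. For the share of these tags in the total clean tags the paper's value is 4.3%, and the files gave 6.06% (SD 2.05), or 7.23% with tags of exactly 5 copies included, which is farther from the paper's value.

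The paper's Table 1 counts genes, and the values here count tags, so the numbers themselves are not compared. The direction with more changes, higher or lower at the later stage, was the same as in Table 1 in 8 of 18 comparisons and the opposite in 10, of which 8 were in LT. In LR, Table 1 has more genes higher at 120 than at 90 dpn and more lower at 180 than at 120 dpn, and 32.2% and 60.2% of the tags were higher at the later stage. None of the 8 settings gave Table 1's direction there. In LT, none gave it for 63 against 49 dpc (65.9% higher, where the paper has more lower), 2 dpn against 91 dpc (28.5% higher, where Table 1 has more higher, though its numbers of higher and lower genes do not add up to its total there) or 120 against 90 dpn (41.7%, where the paper has more higher). TMM scaling gave it for LT at 49 against 35 dpc (52.4%), 77 against 63 dpc (54.9%) and 180 against 120 dpn (46.6%). The edgeR exact test with an assumed coefficient of variation gave it for 77 against 63 dpc, 28 against 2 dpn and 180 against 120 dpn (54.2%, 52.5% and 48.0%). A minimum of 10 tags gave it for 91 against 77 dpc (50.5%, where all tags gave 48.7%). Among the 8 comparisons with the same direction, 5 lost it under some setting. TMM scaling gave the opposite direction for LR at 49 against 35 dpc (50.3%) and LT at 90 against 28 dpn (44.2%), where the one-sided test and the Audic-Claverie test on rounded TPM, the latter chosen after the data had been seen, did so as well (47.5% and 44.2%). The assumed coefficient of variation gave the opposite direction for LR at 63 against 49 dpc, 2 dpn against 91 dpc and 90 against 28 dpn (54.4%, 59.6% and 58.8%).

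The paper states that more genes changed at 49 dpc and from 91 dpc to 28 dpn than at the other stages. In LR, 17233 tags changed at 120 against 90 dpn and 8851 at 28 against 2 dpn, the same order as in the paper's Table 1. The LR libraries of 120 and 90 dpn also differed in their share of tags with a second CATG. In LT 15963 changed at 90 against 28 dpn and 14516 at 49 against 35 dpc, the opposite of the order there. Table 1 itself was not recomputed for genes.

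The paper reports genes differing between the breeds after birth, most of them higher in LT. The stage-blocked edgeR test called 0 tags after birth, with 950 at an unadjusted p below 0.05. Settings that called tags, all with more of them higher in LT, were no stage block (326), DESeq2 (626), no low-count filter (877) and pooled counts (31817). The share of tag differences higher in LT was 57.8% with pooled counts. Among settings chosen after the data had been seen, the covariate called 15 tags, 13 of them higher in LR, and the omission of 120 and 180 dpn called 441, of which 238 were higher in LR.

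The paper states that the breeds differed more before than after birth, apart from 35 dpc. The same-stage r of 49 to 91 dpc had a mean of 0.769 and that of the postnatal stages 0.708. The fetal stages were lower, as the paper states, with TPM without logs (-0.0194) and, among settings chosen after the data had been seen, with tags of at least 5 TPM (-0.0335) and without 120 and 180 dpn (-0.0271). When the omission of these stages was combined with another measure, the fetal stages were lower with TPM without logs (-0.0887), with tags of at least 5 TPM (-0.172), with log2(TPM + 10) (-0.0498) and with merged tags (-0.0351), and higher with Spearman's rho (0.0127). The test of the interaction of breed and period called 0 tags, with 3873 at an unadjusted p below 0.05.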

Other observations

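The tests of digestion by the share of tags with a second CATG, of GC content, of the last base of the tag, of age and of the p-values of Table S2 were chosen after the results they measure had been seen.

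The LR libraries of 120 and 180 dpn stood apart from the other 18. Incomplete digestion by NlaIII leaves tags that hold a second CATG, and such tags took at most 0.224% of these libraries and 2.14% to 3.80% of the others. In 1010 pairs made of a tag with a second CATG and the tag that starts at this CATG, the upstream tag took a mean of at most 9.52% of the copies of a pair in these libraries and 38.8% to 44.2% in the others. Tags with AATAAA, the signal near the end of transcripts, took 15.7% and 14.8% of the clean tags of these libraries and at most 6.79% of the others. Tags 1 base from an abundant tag at the last base numbered at least 56.3 per 10000 counts in both, against at most 33.0 in the others, in line with a different sequencing run or handling of these libraries. The correlation with LT of the same stage stayed low when every library was drawn down to 2157111 tags (at most 0.589) and without the 100 most abundant tags (at most 0.590), while the other postnatal stages had r of at least 0.757 and 0.770 in the same calculations. GC content of the tags had a squared correlation of 0.00876 with the difference between LR and LT. The age of the animals was weighed by LT, whose libraries of 120 and 180 dpn kept a mean r with 90 dpn that was 0.190 higher than in LR (0.817 and 0.627). Without the tags that hold a second CATG the r at 120 and 180 dpn was at most 0.609, so these tags themselves do not account for the low values. A candidate explanation for the separation of these libraries is a library preparation with a more complete digestion, and it could be tested by matching tags to their position in the transcripts. A change within LR after 90 dpn cannot be told apart from it, because all LR libraries of these stages share it.

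From 49 to 91 dpc the same measures were compared between LR and LT. Tags with a second CATG had a median log2 ratio of LR to LT of -0.55 (1742 tags), below all 10000 random lists of tags with the same mean TPM. The mean share of the upstream tag in pairs of neighbouring sites was lower in LR at 3 of the 4 stages, by 3.82, 4.56 and 4.45 percentage points at 49, 77 and 91 dpc (LT minus LR), and differed by -0.116 at 63 dpc, so the test, which asked for all 4, did not bear out a difference in digestion. With copies added over the pairs, it was lower in LR at all 4 stages (27.3% and 36.4%, 26.6% and 33.0%, 25.5% and 33.8%, 23.4% and 31.2%), but also at 35 dpc (28.8% and 31.2%) and at 2, 28 and 90 dpn (16.0% and 16.4%, 11.4% and 12.5%, 9.97% and 14.1%), so this measure does not set 49 to 91 dpc apart by its direction. The gap between the breeds was wider at each of the 4 stages than at 35 dpc and at 2, 28 and 90 dpn. Over 48619 tags, the LR minus LT difference at these stages had an r of 0.272 with the change from 90 dpn to 120 and 180 dpn within LR, and the difference at 35 dpc had an r of -0.00553. The r with the change from 90 dpn to 120 and 180 dpn within LT was 0.148. Without the tags that hold a second CATG the r of 0.272 did not fall (0.283), and the LR minus LT differences at 2, 28 and 90 dpn had r of -0.123, -0.285 and -0.165 with the same change, the last of these sharing the LR library of 90 dpn with it. Values of this size, with the other sign, thus arose at 28 dpn as well, and r alone does not tell digestion from other differences. With the second-CATG share as a covariate 2 prenatal tags were called, but over all stages 466 were called, 379 of them among the 428 called without it. Whether a part of the prenatal difference between the libraries may follow the completeness of the digestion remains open.

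Breed variants inside a tag would make 1 tag appear in LR and a neighbour 1 base away in LT. Of the 2979 prenatal tags called, 314 (10.5%) had such a partner called in the other direction, and 20.5% had any tested tag 1 base away. Random lists with the same mean TPM were scored only for any tested tag 1 base away, called or not. Their share was 6.34% to 8.12% (median 7.18%), to be set against the 20.5%. Of the 428 tags called over all stages, 66 (15.4%) had a partner called in the other direction. Any tested tag 1 base away was found for 31.1% of the 428, with a random median of 6.54%. A part of the calls may therefore reflect sequence variants and not expression. The adjusted p of the LR tag CATGAAGAAAATAGAAGACAA, which had 0 counts in the prenatal LT libraries, rose to 0.0562 when its neighbours were merged into it.

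Swapping the breeds within stages gave 16 splits of the prenatal libraries, and 2 of them gave at least as many tags as the 2979 called, the real one included. The other is the split in which LR at 35 dpc is grouped with LT at the 4 later stages, with 11953 tags. By the share of tags with a second CATG, LR at 35 dpc was above LT (3.40% and 3.19%), unlike at the later stages, but by the mean share of the upstream tag in site pairs it was not (42.1% and 42.2%). What this split follows was not settled. With 16 splits, the real one alone is a share of over 0.05. After birth all 16 splits gave 0 tags, which separates none of them. At an unadjusted p below 0.05 the real split had 950 tags, and the split that swapped 90, 120 and 180 dpn had 2267. Over all stages the real split was the 1 of 22 drawn that gave as many as 428 tags, and the others gave 0. At an unadjusted p below 0.05 it had 5462 tags, and 2 of the others had more, 5692 and 7039. For the interaction all 12 drawn splits gave 0 tags, and at an unadjusted p below 0.05 the real one had 3873 and 2 others had 3916 and 3926.

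The p-values listed in Table S2 for LR at 49 against 35 dpc were compared with p-values recomputed from the listed counts. For 1165 of 2124 genes, those with a listed p above 0.0001, a 2-sided Audic-Claverie p on TPM rounded to whole numbers was within 10% of the listed p in 96.7%, a one-sided binomial p in 27.0% and an exact p on the counts themselves in 0%. The median listed p was 0.00218 and the median p on the counts 6.9e-11. The listed values are consistent with a test on rounded TPM in place of counts, which removes the library sizes from the test. On tags, that test called 41031 tags in LR, with 101570 called on counts. The totals differ in more than the test. The test on rounded TPM had no FDR limit and left out tags that rounded to 0 TPM in both libraries.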
